# Breed, sex and anatomical location-specific gene expression profiling of the porcine skeletal muscles

**DOI:** 10.1186/1471-2156-14-53

**Published:** 2013-06-15

**Authors:** Jie Zhang, Chaowei Zhou, Jideng Ma, Lei Chen, Anan Jiang, Li Zhu, Surong Shuai, Jinyong Wang, Mingzhou Li, Xuewei Li

**Keywords:** Gene expression, Microarray, Muscle, Pig

## Abstract

**Background:**

Skeletal muscle is one of the most important economic traits in agricultural animals, especially in pigs. In the modern pig industry, lean type pigs have undergone strong artificial selection for muscle growth, which has led to remarkable phenotypic variations compared with fatty type pigs, making these different breeds an ideal model for comparative studies.

**Results:**

Here, we present comprehensive gene expression profiling for the white (*longissimus dorsi* muscle) and the red (*psoas* major muscle) skeletal muscles among male and female fatty Rongchang, feral Tibetan and lean Landrace pigs, using a microarray approach. We identified differentially expressed genes that may be associated the phenotypic differences of porcine muscles among the breeds, between the sexes and the anatomical locations. We also used a clustering method to identify sets of functionally coexpressed genes that are linked to different muscle phenotypes. We showed that, compared with the white muscles, which primarily modulate metabolic processes, the red muscles show a tendency to be a risk factor for inflammation and immune-related disorders.

**Conclusions:**

This analysis presents breed-, sex- and anatomical location-specific gene expression profiles and further identified genes that may be associated with the phenotypic differences in porcine muscles among breeds, between the sexes and the anatomical locations.

## Background

Skeletal muscle is the most abundant tissue, comprising approximately 50% of the total body mass in mammals [1]. It is not only a motor organ, but also part of the endocrine system, participating in the regulation of whole body metabolism [2]. Skeletal muscle, as a highly heterogeneous tissue, is composed of a variety of functionally diverse myofibre types [3]; mainly the red (type I and IIa) and the white (type IIb) fibers. Red skeletal muscles, such as the *psoas* major muscles (PMM), have a higher percentage of capillaries, myoglobin, lipids and mitochondria [4], making them a better aerobic machine than the paler-appearing white muscle [5]. White skeletal muscles, such as the *longissimus doris* muscles (LDM) [4], are required for anaerobic glycolytic metabolism to support the high transient energy demand [6].

Deciphering the different gene expression patterns between the different tissues would aid in our understanding of their distinct metabolic features. Mo *et al.* identified various candidate genes involved in cell adhesion, energy balance, muscle atrophy and myogenesis by comparing patterns of gene expression in three independent mouse models of Kennedy disease/spinal bulbar muscular atrophy [7]. Wolfs *et al.* reported that coexpressed immune and metabolic genes are associated with plasma high density lipoprotein and glucose levels by comparing genome-wide transcription profiling of subcutaneous and visceral adipose tissues obtained from obese patients [8]. Previous reports also suggested that ethnic group and sex are also the important factors that affect physiological and biochemical features of skeletal muscles in mammals [9-12].

Pigs are important agricultural animals and ideal biomedical models [13]. In the modern pig industry, pigs have undergone strong artificial selection for lean meat or adipose production, which has led to remarkable phenotypic variations, making these different breeds a perfect model for comparative studies [14,15]. Using a microarray approach, Bai *et al.* noted that most differentially expressed genes between porcine PMM and LDM were of mitochondrial origin [16]. Li *et al.* (2010) reported that the differentially expressed genes between the LDM and *soleus* muscle of Chinese Meishan pigs were mainly over-represented in various signaling pathways (particularly TGF-β, MAPK, Wnt, mTOR and insulin pathways) [17]. Nonetheless, the different gene expression profiles associated with breed and sex in skeletal muscle tissues has been long overdue, and elucidation of this information will benefit the development of strategies for skeletal muscle manipulation.

Here, using a microarray technology, we present a comprehensive survey of gene expression profiles between two phenotypically distinct skeletal muscles and sexes of three well-defined pig breeds displaying distinct muscle phenotypes. This study will contribute to our understanding of the molecular process of muscle fiber type formulation and provide a theoretical basis for breed and meat quality improvement in pigs.

## Results and discussion

### Phenotypic measurements

Our previous report, based on the same individuals, demonstrated that the myofibre cross-sectional area (CSA) and myofibre ratio were significant different between the two skeletal tissues, between the male and female and among the three breeds [18] (Additional file 1: Figure S1). In addition, 24 representative metabolism indicators in serum also revealed the same ranking from the leaner Landrace, the wild Tibetan and the fatty Rongchang pigs [18] (Additional file 2: Table S1).

### Functional enrichment analysis of differentially expressed genes

Out of 4,309 high-confidence and well annotated probe-targeted genes (Additional file 3: Tables S2), we identified five (0.12%), 444 (10.3%) and 1,359 (31.54%) differentially expressed genes (DEGs) between the sexes and the two tissues, and among the three breeds (*P* < 0.05, three-way ANOVA, *n* = 3 per breed per sex per tissue) (Additional file 4: Tables S3), respectively. These DEGs could discriminate the different breeds, sexes and tissues (Figure 1). 

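Gene expression was measured on one-colour Agilent oligonucleotide arrays in 36 muscle samples from 18 pigs killed at 210 days of age. The samples formed 12 groups of 3 arrays, one group for each combination of breed (Landrace, Tibetan and Rongchang), sex and muscle (longissimus dorsi muscle, LDM, and psoas major muscle, PMM), and both muscles came from each pig. The authors read the scanned arrays with the Feature Extraction software, and also deposited a table of log2 intensities brought to a single distribution on all arrays, with a median of 6.853 on each. The values given here start from the background-corrected signal of each array, taken as log2 minus the array's 75th percentile over the probes that are not controls, so 0 marks that percentile. Each array held 43803 spots, and spots that the software marked as outliers, 4 to 161 per array, were left out. Between 54.4% and 72.9% of an array's probes were well above background (median 64.2%), and the median of a group ran from 62.2% in Rongchang female LDM to 68.8% in Landrace female LDM. The 75th percentile of the signal was 473 to 1063 intensity units (median 743), and no spot was saturated. The authors selected genes by mapping the probes to the pig genome, a step that the files do not hold. Here, probe accessions, gene columns and the paper's supplementary tables gave 6543 of the 43603 probes a gene name. The brightest probe stood for each of 4752 genes, except that genes named in the paper took the probe listed in its tables. The 4266 genes whose probe was well above background on all arrays of at least 1 group were tested with limma, in a model with a mean for each of the 12 groups and Benjamini-Hochberg adjusted p values. The number of arrays, 3 per group, limits the precision.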

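TNNI3, which encodes a troponin I best known from the heart, was higher in PMM than in LDM by 2.03 log2 units (standard error 0.212, n = 18 arrays per muscle, adjusted p = 1.85e-07 from limma). PAH, the gene of phenylalanine hydroxylase, was higher in PMM by 2.77 (standard error 0.316, adjusted p = 6.05e-07) and lay above background in 15 of 18 LDM arrays. PDE1A, a calcium-dependent phosphodiesterase gene, and HOXD1, a homeobox gene of body patterning, had PMM minus LDM differences of -4.41 and -2.29 (adjusted p = 9.14e-08 and 7.7e-08). RETREG1, a receptor for autophagy of the endoplasmic reticulum, exceeded its Landrace level by 3.62 in Tibetan and by 3.20 in Rongchang pigs (adjusted p = 7.54e-13 and 3.59e-11, n = 12 arrays per breed). COIL, the gene of the Cajal body protein coilin, was lower than in Landrace pigs in both breeds, with differences of -2.98 and -2.46 (adjusted p = 3.78e-13 and 3.59e-11). No other probe could be used for RETREG1 or COIL. A sequence difference under the probe therefore cannot be told apart from a difference in transcript level for these genes. In all, 1604 genes (37.6%) differed among the breeds by limma's F test. Between the muscles 498 genes (11.7%) differed, 259 of them higher and 239 lower in PMM. Between the sexes 9 genes (0.211%) differed, 4 of them higher and 5 lower in females. Unadjusted p values under 0.05 numbered 1962, 1121 and 241 in turn. The 4 genes higher in females were SYAP1, the splicing factor gene ZRSR2, MYOC and ABAT, and the 5 lower ones were USP9X, ACOT9, DTX3L, the estrogen sulfotransferase gene SULT1E1 and the complement gene C9. ABAT was named after its values were seen. SULT1E1 lay above background in 4 of 18 female and 11 of 18 male arrays, and C9 in 6 and 15. With the pig as a random block, 812 genes differed among the breeds, 1917 between the muscles and 1 between the sexes. Interaction tests in limma called 0 genes for tissue by breed (52 at an unadjusted p under 0.05), 0 for tissue by sex (46) and 0 for breed by sex (214), and 30, 6 and 0 with the pig block.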

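Spearman's rho across genes was taken between the means of the 12 groups, and on the 1604 breed genes it averaged 0.9881 between groups of 1 breed and 0.9604 between groups of different breeds. These means, clustered on the same genes into 3 clusters, fell 12 of 12 with their breed. On the 498 tissue genes, which include FABP3 and PDE1A, rho was 0.9836 within a muscle and 0.9647 between the muscles, and 12 of 12 group means clustered with their muscle. On the 9 sex genes rho was 0.9617 within and 0.9444 between the sexes, and 9 of 12 group means belonged to the majority sex of their cluster. These genes were selected on the arrays they then divide, so the 3 results are not independent evidence. On all 4266 genes, rho was 0.9915 within and 0.9809 between breeds, and 9 of 12 group means belonged to the majority breed of their cluster. For the muscles rho was 0.9853 and 0.9825, and for the sexes 0.983 and 0.9844. In each case 6 of 12 group means belonged to the majority of their cluster. That is the lowest number 2 clusters allow, so these clusters did not separate the muscles or the sexes.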

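NR4A3, an early response gene of exercised muscle, was higher than in Landrace pigs by 4.80 log2 units in Tibetan pigs (standard error 0.361, adjusted p = 4.39e-11 from limma) and by 3.35 in Rongchang pigs (adjusted p = 9.9e-08). Another NR4A3 probe gave 3.93 and 2.13 in turn. PPARGC1A, a coactivator that drives mitochondrial biogenesis, was 2.95 higher in Tibetan than in Landrace pigs (standard error 0.318, adjusted p = 4.07e-08). PVALB, the calcium buffer of fast fibres, was 2.86 higher in Rongchang than in Tibetan pigs (adjusted p = 4.45e-07). IGF2, a growth factor of muscle, was lower than in Landrace pigs by both contrasts, with differences of -1.29 in Tibetan and -0.98 in Rongchang pigs (adjusted p = 7.29e-06 and 0.000587). Tibetan and Landrace pigs differed in 1558 genes, 895 higher and 663 lower in Tibetan pigs. No scan held muscle arrays of Tibetan pigs together with those of another breed, so contrasts with Tibetan pigs are confounded with the scan, which was fitted for them only as a random effect. Rongchang pigs differed from Landrace pigs in 704 genes (380 higher, 324 lower) and from Tibetan pigs in 639 (255 higher, 384 lower). With the pig as a block these counts were 911, 273 and 106. Of 10 immediate early and stress genes, a list fixed before the data were examined, 7 rose in Tibetan pigs over Landrace pigs and 0 fell (9 higher when adjusted over the list alone, 5 with the pig block), with a camera adjusted p = 0.000584 and an adjusted p = 0.518 with an estimated correlation. Markers of lymphocytes moved with the breeds too, since 7 of 12 fell in Tibetan against Landrace pigs and 0 rose (7 lower when adjusted over the list alone, 4 with the pig block, adjusted p = 0.000352, and adjusted p = 0.518 with an estimated correlation). Among them were PTPRC at -1.67, the granzyme gene GZMB at -1.52 and CD8A at -1.37. Of 22 interferon response genes, 12 rose in Rongchang over Tibetan pigs and 0 fell (17 higher when adjusted over the list alone, 5 with the pig block, adjusted p = 5.65e-10, and adjusted p = 0.518 with an estimated correlation). RSAD2, an antiviral enzyme gene of this list, was 2.43 higher (adjusted p = 0.001, and 1.86 with adjusted p = 0.396 with the scan as a block). Within LDM 490 genes differed among breeds and within PMM 701, and 368 were in both lists, which come from the same pigs and so are not independent.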

The high number of DEGs among three pig breeds implies distinct muscle features among different pig breeds. In addition, the biological replicates correlated with each other (average Spearman’s *r* = 0.99, Figure 1), which suggested experimental reliability and further highlighted the low variation in gene expression profiles across different individuals.

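Over 4226 genes without a missing value, the 36 pairs of arrays of the same breed, sex and muscle had a mean Spearman's rho across genes of 0.9745, with a range from 0.9513 to 0.9938. The 594 pairs from different groups had a mean rho of 0.9672. LDM and PMM of 1 pig had a mean rho of 0.9864 over 18 pairs, and LDM and PMM of different pigs of 1 breed and sex had a mean of 0.9686. Most pairs from 1 pig also shared a slide and a scan, so the higher value does not separate the pig from these. Genes are not independent replicates, so these correlations carry no p value.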

**Figure 1:**
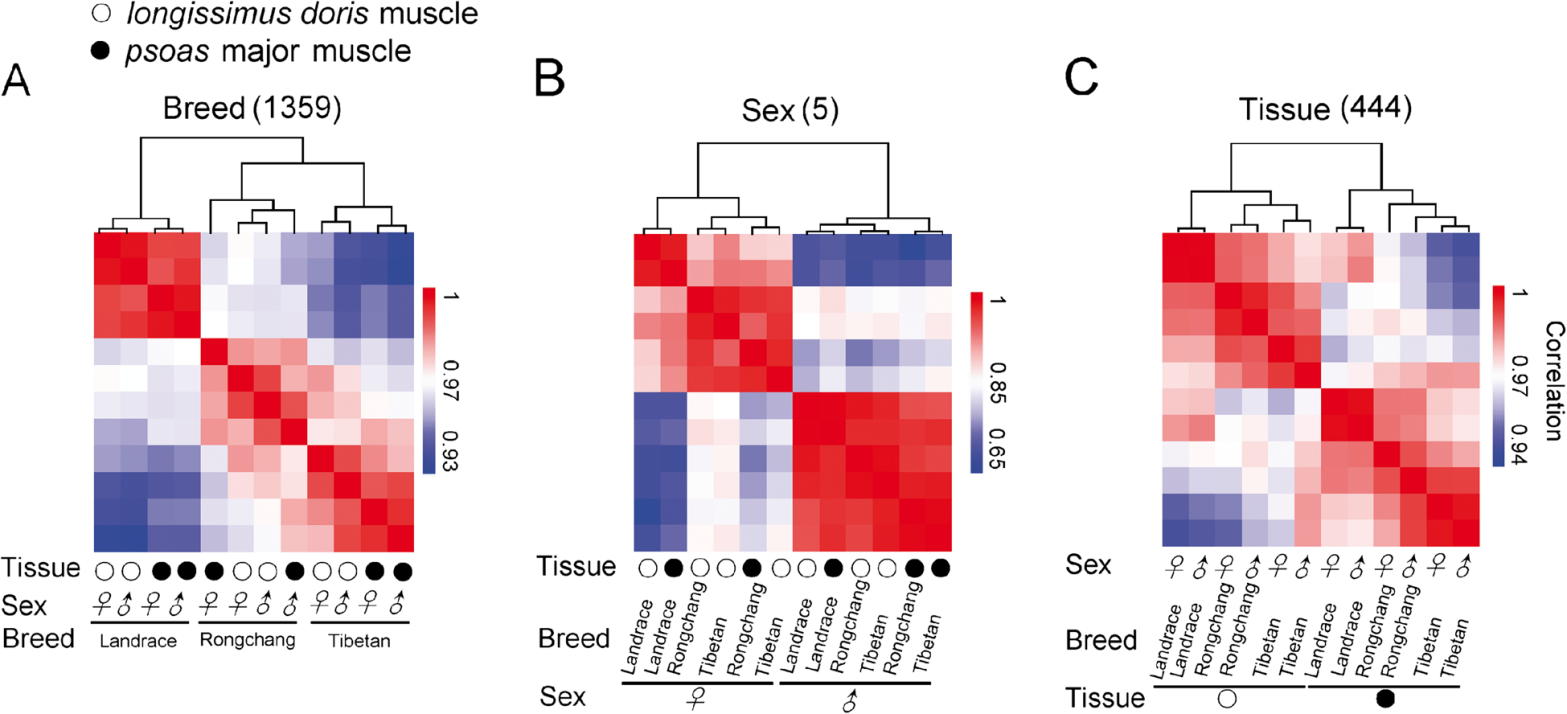
**Heat map matrix of Spearman correlations among samples. (A)** The counts of 1,359 DEGs among the three breeds. **(B)** The counts of five DEGs between the sexes. **(C)** The counts of 444 DEGs between the two tissues.

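HSPH1 and DNAJA1, a heat shock chaperone gene and a gene of a DNAJ cochaperone, were higher in Tibetan than in Landrace pigs by 2.11 and 1.86 log2 units (standard errors 0.255 and 0.238, n = 12 arrays per breed, adjusted p = 3.05e-07 and 7.02e-07 from limma). HSP90B1, a chaperone of the endoplasmic reticulum, was 1.12 higher (adjusted p = 1.62e-08). Of 31 protein folding genes, 22 rose and 1 fell in Tibetan against Landrace pigs (24 and 2 when adjusted over the list alone, 15 and 1 with the pig as a block), with a camera adjusted p = 7.82e-05 and an adjusted p = 0.518 with an estimated correlation. Between Rongchang and Landrace pigs 9 of them rose and 1 fell (11 and 1 when adjusted over the list alone, 5 and 0 with the pig block, adjusted p = 0.00122, and adjusted p = 0.857 with an estimated correlation). The splicing factor genes TRA2B, SRSF7 and SRSF3 were higher in Tibetan than in Landrace pigs by 1.16, 1.04 and 1.02 (adjusted p = 6.25e-09, 9.54e-07 and 4.66e-06). Of 32 mRNA splicing genes, 17 rose in Tibetan pigs and 0 fell (18 higher when adjusted over the list alone), with an adjusted p = 0.000131 and an adjusted p = 0.518 with an estimated correlation, while between Rongchang and Landrace pigs 6 rose and 2 fell (6 and 2 when adjusted over the list alone, 3 and 1 with the pig block) and the list did not pass (adjusted p = 0.174, and adjusted p = 0.974 with an estimated correlation). By the F test over the breeds, 20 of 31 protein folding genes (64.5%) and 19 of 32 splicing genes (59.4%) passed, 22 and 19 when adjusted over each list alone and 14 and 11 with the pig block. The proteasome, a protein complex, had 2 of 22 genes past the F test (9.09%, and 1 when adjusted over the list alone or with the pig block). Of 18 macrophage genes, 4 rose and 1 fell in Tibetan against Landrace pigs (4 and 0 when adjusted over the list alone, 3 and 0 with the pig block), but 5 of 18 had a higher mean, the median was -0.152, and camera gave an adjusted p = 0.935. CD163 and MSR1 were among those that rose, by 1.73 and 1.59 (adjusted p = 1.74e-05 and 0.000411, and for MSR1 0.0504 with the scan as a block).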

We found that the breed-specific DEGs were significantly enriched in the Gene Ontology (GO) categories of protein metabolism (i.e. protein metabolic process, translation, protein folding and protein complex assembly) and RNA metabolism (i.e. mRNA processing and RNA metabolic process) (Figure 2A). Various well-known genes involved in growth and development of skeletal muscles were identified. For example, myostatin (*MSTN*), a secreted transforming growth factor (TGF) beta protein family member, inhibits the differentiation and growth of muscle and Akt-induced protein synthesis [19]. The expression level of *MSTN* was highest in Rongchang pigs and lowest in Landrace pigs, which is consistent with the breeds’ characteristics (Figure 2A). 

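MSTN averaged 0.72 ± 0.549 (SD, n = 12 arrays) in Landrace, -0.31 ± 1.26 (n = 12) in Rongchang and -2.10 ± 0.96 (n = 12) in Tibetan pigs, on the log2 scale. Tibetan pigs were lower than Landrace pigs, with a difference of -2.82 (standard error 0.281, adjusted p = 1.11e-08 from limma), and the sign was the same in 4 of 4 combinations of sex and muscle. Rongchang pigs were higher than Tibetan pigs by 1.79 (standard error 0.281, adjusted p = 9.42e-05). Rongchang pigs were lower than Landrace pigs, at -1.03 (adjusted p = 0.0109, and 0.0835 with the pig as a block). A permutation test over the breeds gave p = 1e-05, the smallest that 100000 permutations can give. Tibetan against Landrace gave p = 0.00216 in LDM and in PMM by a two-sided exact permutation test, the smallest that 6 arrays against 6 allow, and Rongchang against Landrace gave p = 0.216 in LDM and 0.00433 in PMM. MSTN was also lower in PMM than in LDM, at -1.18 (adjusted p = 0.000795). With the scan as a block the Rongchang minus Landrace difference was -0.28 (adjusted p = 0.486), and within scan 8, which held 4 Landrace and 3 Rongchang arrays of 4 pigs, it was -0.211 (adjusted p = 0.631). The Landrace arrays of scan 8 are all replicate 3 and the Rongchang arrays all replicate 2, so breed is confounded with replicate number there. A Landrace male LDM array at 0.05 and a Rongchang female PMM array at -3.48 lay below the other arrays of their breed and muscle.

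**Figure D1:**
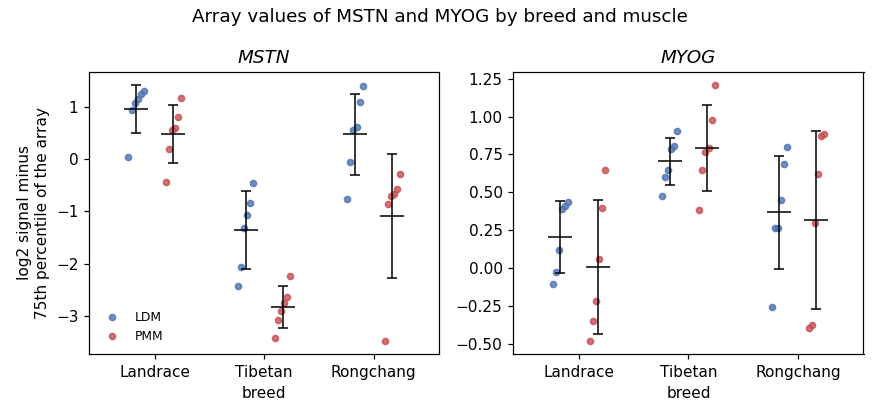
MSTN and MYOG by breed and muscle, as log2 signal relative to each array's 75th percentile. Points are arrays and bars are means with SD, and MSTN in Tibetan pigs averages -2.10 over both muscles.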

Myogenin (*MYOG*) transforms potential mesoderm cells to sarcoblasts, and has a critical role in the terminal differentiation of the specified muscle cells [20,21]. 

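MYOG averaged 0.75 ± 0.224 (SD, n = 12 arrays) on the log2 scale in Tibetan pigs, 0.34 ± 0.47 (n = 12) in Rongchang pigs and 0.11 ± 0.355 (n = 12) in Landrace pigs. Tibetan pigs exceeded Landrace pigs by 0.64 (standard error 0.166, adjusted p = 0.00311 from limma), in 4 of 4 combinations of sex and muscle. The Rongchang minus Tibetan difference was -0.41 (adjusted p = 0.099), and the Rongchang minus Landrace difference was 0.24 (adjusted p = 0.38). Over the 3 breeds the F test of MYOG gave an adjusted p = 0.00882, and 0.0798 with the pig as a block. A permutation test of MYOG over the breeds, which treats the arrays of a pig as separate, gave p = 0.00065. FST, which encodes a secreted inhibitor of myostatin, was lower in Tibetan than in Landrace pigs, at -1.37 (adjusted p = 0.000298). Of 14 genes of myogenic regulation, 1 rose and 4 fell in Tibetan against Landrace pigs (1 and 4 when adjusted over the list alone, adjusted p = 0.0446, and adjusted p = 0.518 with an estimated correlation). With the scan as a block, MYOG was lower in Rongchang than in Landrace pigs, at -0.58 (adjusted p = 0.00673), and its Tibetan minus Landrace difference was 0.50 (adjusted p = 0.223). Within scan 8 the Rongchang minus Landrace difference of MYOG was -0.816 (adjusted p = 0.0109 from limma). That p value treats the 4 Landrace and 3 Rongchang arrays as separate, though they come from 4 pigs. The Landrace arrays of scan 8 are all replicate 3 and the Rongchang arrays all replicate 2. Breed and replicate number are therefore confounded there. Only scans 2 and 8 held both breeds, so the scan block rests on the same arrays and scan 8 is no independent check of it.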

Among the three breeds, the expression levels of *MYOG* were highest in Tibetan pigs and lowest in Rongchang pigs (Figure 2A). This result suggests that the breed-specific differences in muscle were mainly related to the protein translation process, which is consistent with previous studies [22-24]. Additionally, we found breed-specific DEGs that were over-represented in the neurological system process (370 DEGs, *P* = 0.01), which highlights the important roles of myoblast lineage and innervations in the diversification of skeletal muscle fiber types.

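EIF4E, the cap-binding protein gene of translation initiation, was higher in Tibetan than in Landrace pigs by 1.43 log2 units (standard error 0.158, n = 12 arrays per breed, adjusted p = 6.23e-08 from limma). EIF4A1, its partner helicase, and EIF3A, a subunit of another initiation complex, were higher by 1.20 and 0.95 (adjusted p = 1.25e-05 and 0.00126). Of 20 translation factor genes, 7 rose and 1 fell in Tibetan pigs (7 and 1 when adjusted over the list alone, 4 and 0 with the pig as a block), with a camera adjusted p = 0.189. By the F test over the breeds, 7 of 20 translation factors (35%) passed, 7 when adjusted over the list alone and 3 with the pig block, against 37.6% of all genes. Of 43 cytosolic ribosomal protein genes, 4 passed (9.3%, 3 when adjusted over the list alone and 1 with the pig block), and RPL21 had the largest difference of these, at -2.40 in Tibetan against Landrace pigs (adjusted p = 1.73e-11). Of 20 mitochondrial ribosomal protein genes, 7 passed (7 when adjusted over the list alone, 1 with the pig block), among them MRPS10, which was 0.75 higher in Tibetan pigs (adjusted p = 4.93e-06). From the categories enriched among the breed genes, the paper proposes that breed differences in muscle lie mainly in protein translation.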

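NCAM1, a neural cell adhesion molecule that marks denervated and regenerating fibres, was lower than in Landrace pigs in both other breeds, at -1.09 in Tibetan (standard error 0.201, n = 12 arrays per breed, adjusted p = 0.000115 from limma) and -1.45 in Rongchang pigs (adjusted p = 6.51e-06). The granin gene CHGB was lower in Tibetan than in Landrace pigs, at -1.39 (adjusted p = 0.000177), as was UCHL1, a deubiquitinase abundant in neurons, at -1.10 (adjusted p = 0.00145, and 0.11 with the scan as a block). The neurofilament gene NEFL was 1.20 higher in Tibetan pigs (adjusted p = 0.0168, 0.0757 with the pig as a block), with 11 of 12 Tibetan and 9 of 12 Landrace arrays above background, and the sign turned with another background correction, at -0.25. Of 7 neuronal genes, 1 rose and 2 fell in Tibetan pigs (1 and 2 when adjusted over the list alone, 0 and 2 with the pig block), and camera gave an adjusted p = 0.432.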

**Figure 2:**
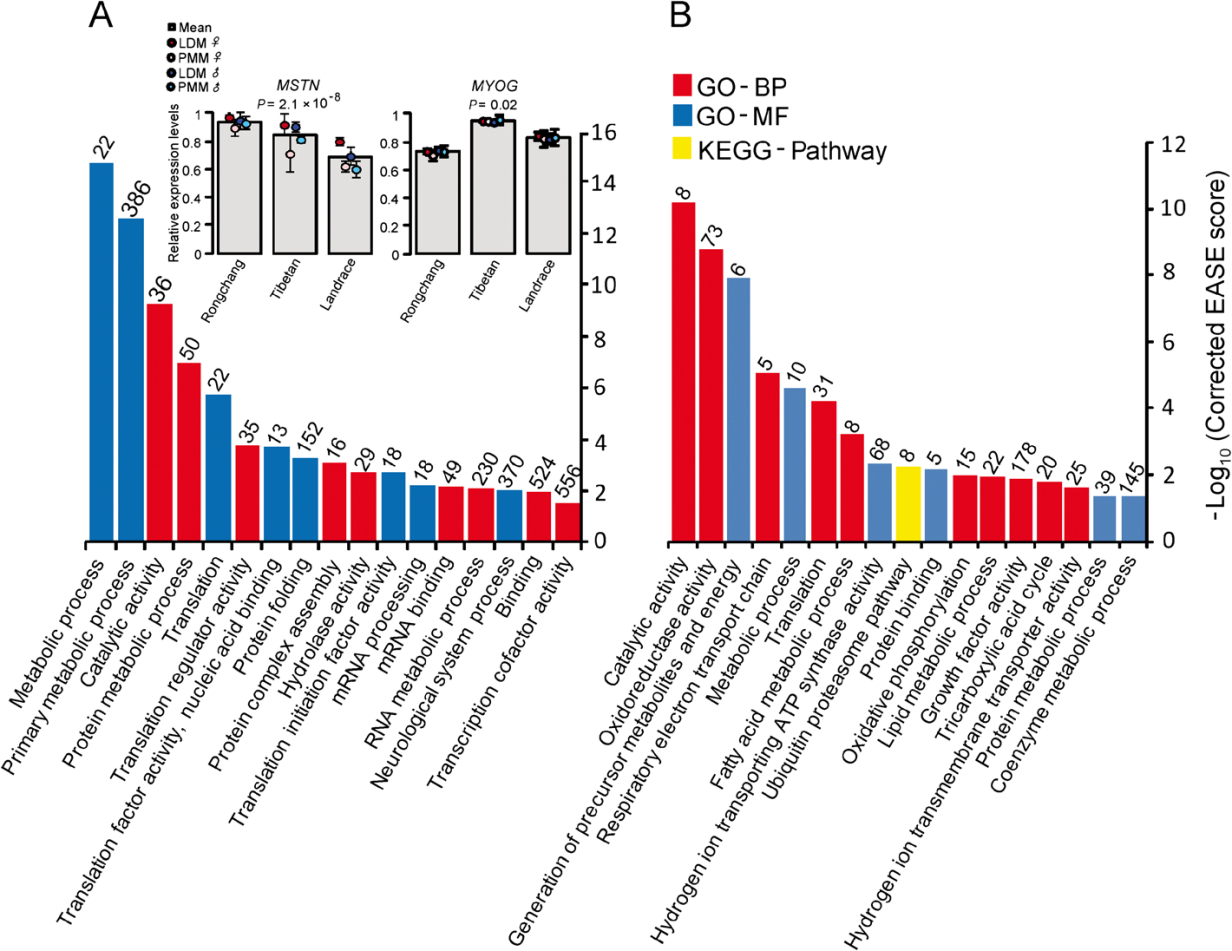
**Analysis of DEGs. (A)** Gene Ontology (GO) categories enriched for breed-specific DEGs and relative expression level of *MSTN* and *MYOG* genes involved in breed-specific DEGs. LDM and PMM mean *longissimus dorsi* muscle and *psoas* major muscle, respectively. Datas are means ± SD. The significance of differences among samples was determined by One-way ANOVA. **(B)** Gene Ontology (GO) categories enriched for tissue-specific DEGs. The EASE score, which indicated the significance of the comparison, was calculated by Benjamini-corrected modified Fisher’s exact test. BP, biological process; MF, molecular function.

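FABP3, the fatty acid carrier of oxidative muscle, averaged 8.17 ± 0.57 (SD, n = 18 arrays) in PMM and 6.18 ± 0.78 (n = 18) in LDM on the log2 scale, a difference of 1.99 (standard error 0.143, adjusted p = 1.96e-10 from limma). Of 39 genes of oxidative phosphorylation, 20 rose in PMM over LDM and 0 fell (31 higher when adjusted over the list alone, 33 with the pig as a block), with a camera adjusted p = 7.55e-16 and an adjusted p = 0.206 with an estimated correlation. ATP5G1, a subunit of the ATP synthase, was 0.77 higher in PMM (adjusted p = 2.11e-07). Of 23 genes of fatty acid oxidation, 10 rose in PMM and 0 fell (16 when adjusted over the list alone, 20 higher and 1 lower with the pig block, adjusted p = 9.37e-11, and adjusted p = 0.206 with an estimated correlation). CPT1B, which carries fatty acids into mitochondria, was 1.02 higher, and the enzymes of beta oxidation HADHB and ACAA2 were 0.97 and 0.94 higher. Of 16 genes of the tricarboxylic acid cycle, 1 rose in PMM and 1 fell (4 and 1 when adjusted over the list alone, 11 and 1 with the pig block, adjusted p = 0.00469, and adjusted p = 0.528 with an estimated correlation). The gene that fell was PC, pyruvate carboxylase, at -0.71. Of 16 genes of glycolysis and glycogen breakdown, 3 fell in PMM and 0 rose (8 lower when adjusted over the list alone, 12 lower and 1 higher with the pig block, adjusted p = 0.00179, and adjusted p = 0.528 with an estimated correlation). LDHA, lactate dehydrogenase A, was at -0.57 (adjusted p = 0.0163, and 0.222 with another background correction). Slow-twitch contractile genes rose in PMM for 6 of 9 (7 when adjusted over the list alone, adjusted p = 9.23e-08, and adjusted p = 0.206 with an estimated correlation), among them the calcium pump gene ATP2A2 at 1.23 and TNNI1 at 1.12. Of 12 fast-twitch contractile genes, 2 fell and 0 rose (2 when adjusted over the list alone, 4 with the pig block), with a camera adjusted p = 0.254. Other cell types moved with the muscles as well. Endothelial genes rose in PMM for 2 of 8 (6 when adjusted over the list alone, 7 with the pig block, adjusted p = 0.00179, and adjusted p = 0.528 with an estimated correlation), smooth muscle genes for 3 of 5 (4 when adjusted over the list alone, 5 with the pig block, adjusted p = 0.00089, and adjusted p = 0.206 with an estimated correlation), and genes of fibroblasts and extracellular matrix fell for 3 of 17 (5 when adjusted over the list alone, 13 lower and 1 higher with the pig block, adjusted p = 0.00229, and adjusted p = 0.528 with an estimated correlation). With the scaling set by the median of each array instead of its 75th percentile, ATP5G1, FABP3, CPT1B, HADHB and ACAA2 kept their sign and stayed past the threshold.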

Tissue-specific DEGs were significantly enriched in energy metabolism related processes (i.e. generation of precursor metabolites and energy, respiratory electron transport chain, fatty acid metabolic process, oxidative phosphorylation, lipid metabolic process, tricarboxylic acid cycle and coenzyme metabolic process) (Figure 2B), which is consistent with the distinct features of energy expenditure regulation between the LDM and PMM [25]. Energy availability is important in the formation of mature muscle fibers and is essential for muscle proliferation and differentiation. Louis *et al.* reported that the energy content of cultured satellite cells is related to the hypertrophy of myofibres *in vitro,* which indicated a direct connection between energy metabolism and myogenesis [26]. Cagnazzo *et al.* also demonstrated that myogenic differentiation and energy metabolism were directly connected processes [27]. Genes involved in energy metabolism were identified. For example, *MDH1*, *PDK3* and *GOT1* play important roles in sympathetic-induced metabolism, which is involved in modulating the activity of glyceroneogenesis [28]. *MDH1*, *PDK3* and *GOT1* showed lower gene expression levels in the LDM than in PMM (Additional file 5: Figure S2), which agreed with previous reports [29-32]. 

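MDH1, cytosolic malate dehydrogenase, averaged 5.82 ± 0.831 (SD, n = 18 arrays) in PMM and 4.84 ± 0.725 (n = 18) in LDM on the log2 scale, a difference of 0.98 (standard error 0.188, adjusted p = 0.000673 from limma). GOT1, the cytosolic aspartate aminotransferase of the malate-aspartate shuttle, averaged 6.24 ± 0.572 in PMM and 5.18 ± 0.705 in LDM, a difference of 1.05 (standard error 0.186, adjusted p = 0.000259). PDK3, a kinase that shuts down pyruvate dehydrogenase, averaged 1.40 ± 0.579 in PMM and 1.99 ± 0.62 in LDM, a PMM minus LDM difference of -0.59 (standard error 0.125, adjusted p = 0.00178). Each of the 3 genes kept its sign in 6 of 6 combinations of breed and sex. Two-sided permutation tests between the muscles gave p = 0.00069 for MDH1, 6e-05 for GOT1 and 0.00657 for PDK3, with adjusted p = 0.00103, 0.00018 and 0.00657 over the 3 genes.

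**Figure D2:**
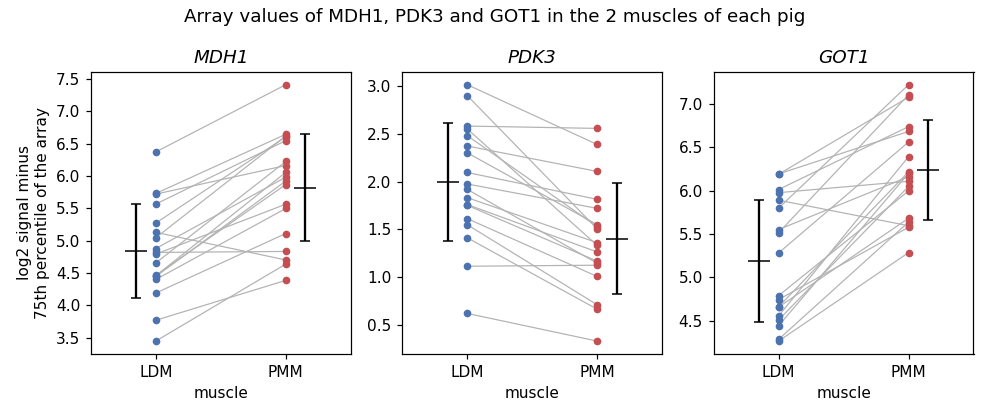
MDH1, PDK3 and GOT1 in LDM and PMM, as log2 signal relative to each array's 75th percentile. Each line joins both muscles of 1 of the 18 pigs, and the means of MDH1 are 4.84 in LDM and 5.82 in PMM.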

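Among the genes of the proteasome, 21 of 22 had a lower mean in PMM than in LDM, with a median difference of -0.26 log2 units (n = 18 arrays per muscle). In limma 0 of 22 passed (9 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and 18 fell with the pig as a block. Camera placed the list below other genes, with an adjusted p = 0.000601 and an adjusted p = 0.528 with an estimated correlation. PSMD12, a subunit of the regulatory particle, had a difference of -0.46 (standard error 0.201, adjusted p = 0.142, and 0.000661 with the pig block). PSMD4, its ubiquitin receptor, had a difference of -0.49 (adjusted p = 0.324). MDM2, a ubiquitin ligase known for acting on p53, fell in PMM by 0.63 on the log2 scale (standard error 0.154, adjusted p = 0.0062), and was the one gene of 5 muscle ubiquitin ligases to pass (1 when adjusted over the list alone, 3 lower with the pig block, camera adjusted p = 0.141). UCHL1, which removes ubiquitin, was lower in PMM at -1.22 (adjusted p = 0.000214).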

We also found that tissue-specific DEGs were over-represented in the ubiquitin-proteasome pathway (Figure 2B), which plays a critical role in the adaptation of skeletal muscle to persistent decreases or increases in muscle activity. The ubiquitin-proteasome pathway is constitutively active in muscle and continually regulates protein turnover [33].

We only identified five DEGs between the sexes, of which two are X-linked genes (ubiquitin specific peptidase 9 (*USP9X)* and synapse associated protein 1 *(SYAP1*)) that exhibited higher expression levels in females than in males (*P* < 10^-5^, Student’s *t*-test; Figure 3A and Figure 3B). 

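USP9X averaged -0.88 ± 0.489 (SD, n = 18 arrays) in females and 0.44 ± 0.438 (n = 18) in males on the log2 scale, so females were lower, with a female minus male difference of -1.33 (standard error 0.159, adjusted p = 2.03e-05 from limma, and 0.00167 with the pig as a block). SYAP1 averaged 1.49 ± 0.259 in females and 1.11 ± 0.213 in males, a difference of 0.38 (standard error 0.0817, adjusted p = 0.0356, and 0.765 with the pig block). Both genes kept their sign in 6 of 6 combinations of breed and muscle. No sequence reference at hand shows which transcripts the USP9X probe reads. For USP9X a two-sided exact permutation test gave p = 8.2e-05 in LDM and 0.000123 in PMM (n = 9 per sex), and a permutation test over both muscles gave p = 1e-05, the smallest that 100000 permutations can give. For SYAP1 the exact tests gave p = 0.00847 in LDM and 0.00173 in PMM (n = 9 per sex), and the permutation test over both muscles gave 9e-05. ZRSR2, another gene of the X chromosome, was 0.54 higher in females (adjusted p = 0.00134, and 0.171 with the pig block). SYAP1 did not pass with median scaling (adjusted p = 0.781), with another background correction (0.324) or with the slide as a block (0.123).

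**Figure D3:**
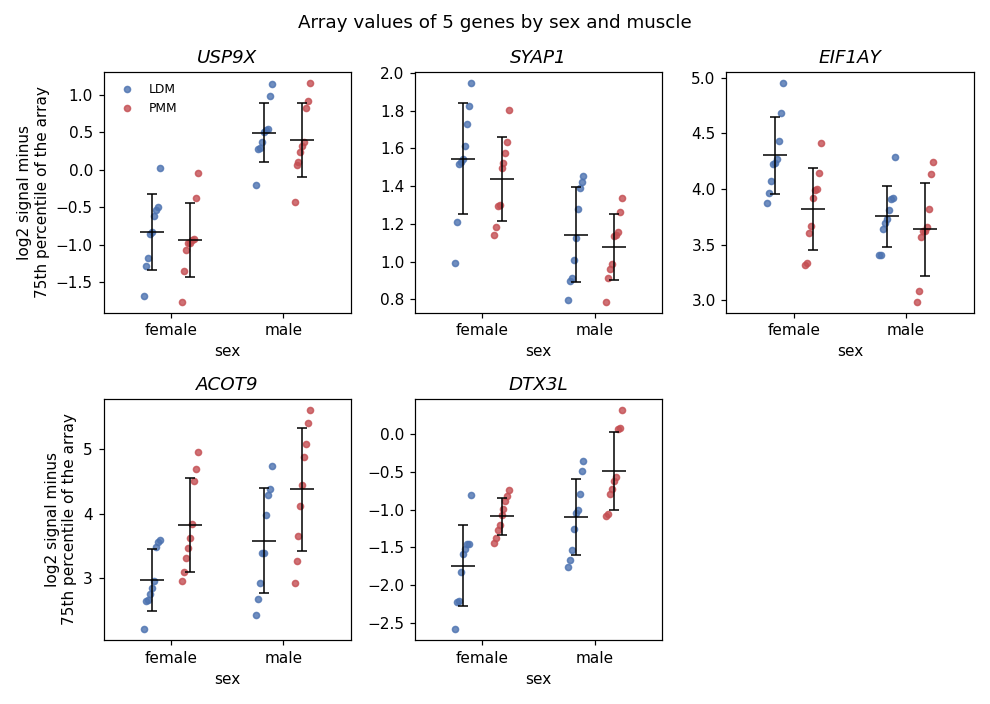
USP9X, SYAP1, EIF1AY, ACOT9 and DTX3L by sex and muscle, as log2 signal relative to each array's 75th percentile. Points are arrays and bars are means with SD, and the mean of USP9X over both muscles is 0.44 in males and -0.88 in females.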

*USP9X*, as a novel mTORC1 and −2 binding partner, negatively regulates mTOR activity and further affects the differentiation of skeletal muscle [34]. *SYAP1* plays an important role in cancer formation [35]. By contrast, a Y-linked gene, eukaryotic translation initiation factor 1A (*EIF1AY*) exhibited significantly higher expression in males than in females (*P* = 5.38 × 10^-6^, Student’s *t*-test; Figure 3C), which could affect the maximal rate of protein biosynthesis [36]. Additionally, two DEGs are located in the autosome: acyl-CoA thioesterase 9 (*ACOT9*) and the deltex 3-like (*DTX3L*), which exhibited higher mRNA expression levels in males than in females (*P* < 10^-4^, Student’s *t*-test; Figure 3D and Figure 3E). 

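The probe that the paper's Table S3 names EIF1AY averaged 4.06 ± 0.425 (SD, n = 18 arrays) in females and 3.70 ± 0.347 (n = 18) in males on the log2 scale. The female minus male difference was 0.36 (standard error 0.106, adjusted p = 0.295 from limma, unadjusted p = 0.00187), with females higher in 6 of 6 combinations of breed and muscle. No sequence reference at hand shows whether this probe reads the Y-linked gene, which females lack. A two-sided permutation test of EIF1AY over both muscles gave p = 0.00748, and exact permutation tests gave p = 0.00169 in LDM and 0.335 in PMM (n = 9 per sex). EIF1AY passed with quantile normalization (0.40, adjusted p = 0.0138), with the authors' deposited values (0.36, adjusted p = 0.0159) and with the scan as a block (0.43, adjusted p = 0.0219), each time with females higher.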

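ACOT9 averaged 3.40 ± 0.747 (SD, n = 18 arrays) in females and 3.98 ± 0.956 (n = 18) in males on the log2 scale, a female minus male difference of -0.58 (standard error 0.114, adjusted p = 0.0154 from limma, and 1 with the pig as a block). DTX3L averaged -1.42 ± 0.522 in females and -0.80 ± 0.584 in males, a difference of -0.62 (standard error 0.126, adjusted p = 0.0228, and 1 with the pig block). Males were higher in 6 of 6 combinations of breed and muscle for both genes. Permutation tests over both muscles gave p = 0.0491 for ACOT9 and 0.00184 for DTX3L. Exact permutation tests with n = 9 per sex gave p = 0.0703 in LDM and 0.185 in PMM for ACOT9, and 0.0191 and 0.00461 for DTX3L. Neither gene passed with the scan as a block, with adjusted p = 0.0788 for ACOT9 and 0.129 for DTX3L.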

*ACOT9*, as an important enzyme involved in fatty acid metabolism, is located in the mitochondrion and provides energy through the citric acid cycle [37]. 

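ACOT9 also differed between the breeds and muscles, being 1.57 higher in Tibetan than in Landrace pigs (standard error 0.14, adjusted p = 1.26e-09 from limma, n = 12 arrays per breed) and 0.83 higher in PMM than in LDM (n = 18 arrays per muscle). Of 16 genes of glycolysis and glycogen breakdown, limma called 0 between the sexes (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and the median female minus male difference was 0.0118 with a camera adjusted p = 0.435. Of 23 genes of fatty acid oxidation, 0 passed (2 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and the list lay lower in females with a median of -0.111, a camera adjusted p = 0.0326 and an adjusted p = 0.944 with an estimated correlation, but the median of fatty acid oxidation turned to 0.068 with the slide as a block and no longer passed. Oxidative phosphorylation had 0 of 39 genes past the threshold (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a median of -0.075 and a camera adjusted p = 0.14.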

The higher mRNA expression level of *ACOT9* in males reflects the fact that male muscles have a higher capacity for anaerobic metabolism and generate a higher maximum power output than female muscles [11]. 

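DTX3L, a ubiquitin ligase of the deltex family that is induced by interferon, was read by a second probe on the array, with a female minus male difference of -0.48 (standard error 0.185, adjusted p = 0.721 from limma, n = 18 arrays per sex). In the list of 22 interferon response genes, DTX3L was the 1 gene that differed between the sexes (1 when adjusted over the list alone, 0 with the pig as a block). The list as a whole lay lower in females, with a median of -0.453, a camera adjusted p = 6.14e-06 and an adjusted p = 0.944 with an estimated correlation. Of 14 genes of myogenic regulation, limma called 0 between the sexes (0 at an unadjusted p under 0.05, 0 when adjusted over the list alone), with a median of -0.016, a mean of 0.00365 and a camera adjusted p = 0.577.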

*DTX3L* plays an important role in the Notch signaling pathway and controls myogenesis; its higher expression in male muscles is consistent with male pigs having more and larger muscles than the females [38].

**Figure 3:**
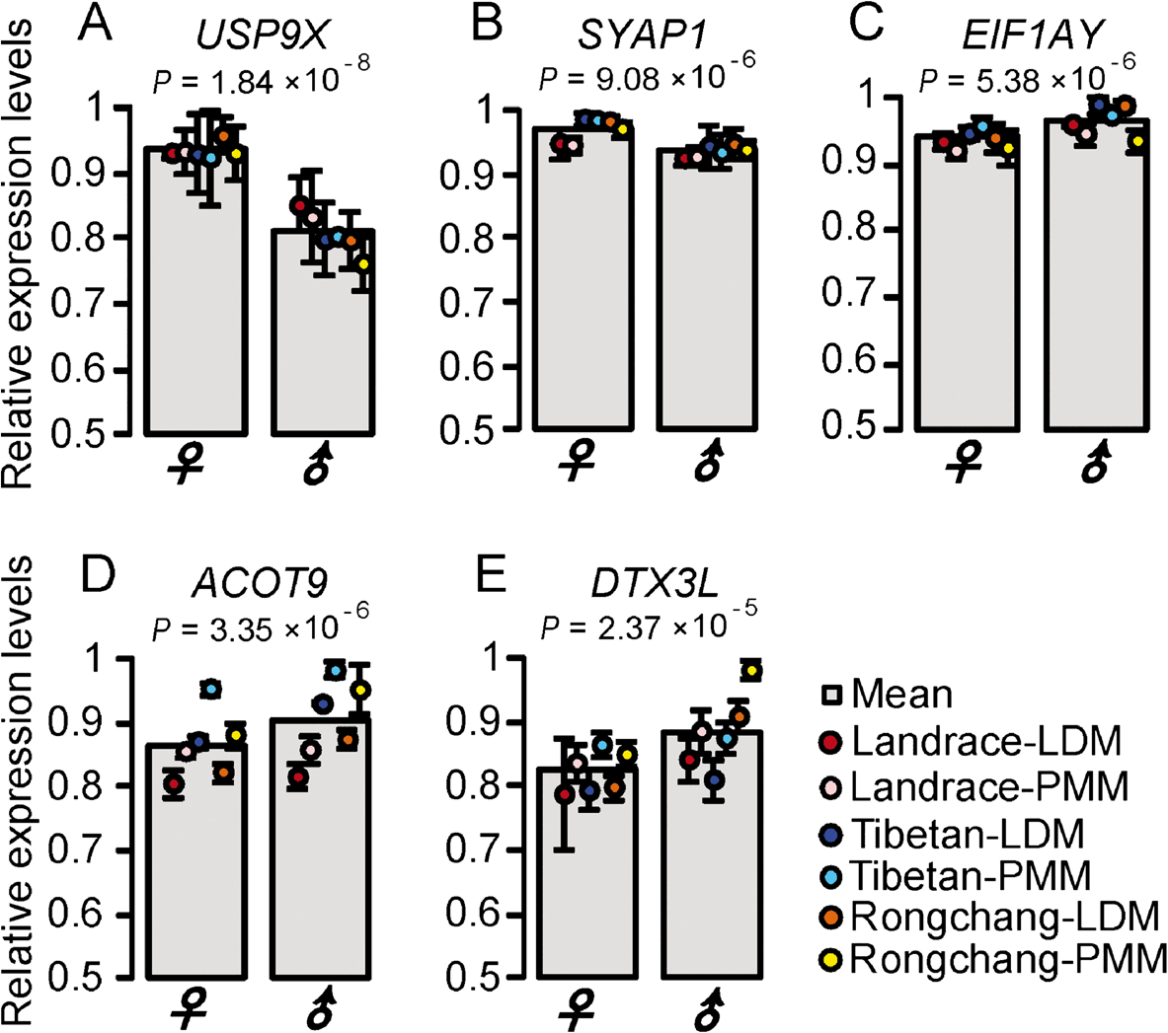
**Relative expression levels of sex-specific DEGs. (A)***USP9X* gene; **(B)***SYAP1* gene; **(C)***EIF1AY* gene; **(D)***ACOT9* gene; **(E)***DTX3L* gene. LDM and PMM mean *longissimus dorsi* muscle and *psoas* major muscle, respectively. Data are means ± SD. The significance of differences among samples was determined by Student’s *t*-test.

### Validation of gene expression changes by Quantitative PCR (Q-PCR)

Six genes (*ADIPOR1*, *ADIPOR2*, *CAV1*, *CAV2*, *INSIG1*, and *MDH1*) were selected to confirm their expression patterns using Q-PCR. 

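On the arrays, CAV2, a caveolin gene, was higher in Tibetan than in Landrace pigs by 0.83 log2 units (standard error 0.225, n = 12 arrays per breed, adjusted p = 0.00472 from limma, and 0.0413 with the pig as a block). CAV1, the main structural gene of caveolae, was 0.68 higher (standard error 0.226, adjusted p = 0.0189, and 0.0682 with the pig block). A second probe of CAV1 gave 0.57 (adjusted p = 0.0493), and a second probe of CAV2 gave 0.45 (adjusted p = 0.17). With the scan as a block neither gene passed. Between the muscles, where MDH1 passed, the PMM minus LDM differences were 0.36 for CAV1 (adjusted p = 0.221, and 0.00276 with the pig block), 0.37 for CAV2 (0.207 and 0.00448) and 0.30 for the adiponectin receptor gene ADIPOR2 (0.283 and 0.01), of which 2 other probes gave 0.51 (adjusted p = 0.0492) and 0.26 (0.379). They were -0.24 for ADIPOR1 (adjusted p = 0.421, and 0.036 with the pig block), of which another probe gave -0.04 (adjusted p = 0.898), and -0.26 for INSIG1, which restrains sterol synthesis (0.331 and 0.0172), and a second probe of INSIG1 gave 0.30 (adjusted p = 0.153). ADIPOR2 in a Rongchang male PMM array, at 6.95, lay above the 5 other Rongchang PMM arrays.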

The results indicated that the expression patterns of these genes were consistent with the microarray (average Pearson’s *r* = 0.86; Additional file 6: Figure S3).

### Analysis of coexpressed gene modules

To extract more biological information within the genome-wide expression data set that could not be provided by individual, we constructed coexpressed gene modules and performed association analysis with the phenotypic traits, as did previous reports [8].

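A plain average linkage of the 4266 genes, cut where the mean r between clusters fell below 0.8, gave 1 module of at least 100 genes in LDM, with 104 genes, and 1 in PMM, with 109 genes (n = 18 arrays per muscle). The paper describes an iterative merging of pairs, and its rule may differ from this cut. At r = 0.7 it gave 5 modules with 997 genes in LDM and 3 with 563 genes in PMM, and at r = 0.9 it gave 0. Spearman's correlation gave 0 modules in LDM and 1 in PMM. Of the genes that the paper's Table S4 places in modules, 1183 of 1755 for LDM and 1005 of 1455 for PMM had a value here. Citrate synthase (CS) and aconitase (ACO2), enzymes of the tricarboxylic acid cycle, stood in module 1 of each muscle, which held 7 of the 16 genes of that cycle (Fisher's exact test, adjusted p = 0.00258 in LDM and 0.0131 in PMM over 118 tests). Module 6 of LDM held 4 of 18 adipocyte genes, among them PPARG and LPL (Fisher's exact test, adjusted p = 0.0131). The modules were built on these arrays, so the lists they hold are not independent evidence. The 118 tests are only those where a module and a list shared at least 1 gene, so their adjusted p values are too small.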

We identified eight and six gene modules for LDM and PMM (more than 100 genes per module), representing 1,755 and 1,455 genes, respectively (Additional file 7: Table S4A and 4B). Expressions of genes within a single gene module are strongly correlated, whereas genes that belong to different modules generally show no significant coexpression (Figure 4A). 

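Between 2 genes of 1 LDM module of Table S4, Pearson's r across the 18 LDM arrays averaged 0.608, from 0.51 in module 7 to 0.653 in module 3, which holds the macrophage genes C1QA and TYROBP. In PMM the mean was 0.601, from 0.541 in module 2, which holds the matrix genes FN1 and DCN, to 0.666 in module 5. Genes of different modules had a mean r of -0.0343 in LDM and -0.0371 in PMM, while the size of r without its sign averaged 0.442 and 0.404. Of 28 pairs of LDM modules, 9 had a mean r above 0.3 and 11 below -0.3, and of 15 pairs of PMM modules 4 and 6. In the other muscle, on which they were not built, the genes of 1 LDM module had a mean r of 0.509 and those of 1 PMM module 0.555. This is not an independent check, since both muscles come from the same pigs. After the scan period (scans 1 to 4 against later scans) was fitted, the mean r within a module ranged from 0.316 in LDM module 2 to 0.654 in PMM module 5.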

As shown in Additional file 8: Table S5, eight gene modules of LDM and PMM significantly overlapped with each other (*P* < 0.01, Fisher’s exact tests), which implies that similar gene expression patterns are involved in basic physiological and biochemical processes of skeletal muscle.

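PMM module 1 and LDM module 1, which both hold the heat shock protein genes HSP90AA1 and HSPD1, shared 376 genes, where 89.6 would be shared by chance among 4309 genes (Fisher's exact test, p = 2.31e-204). PMM module 2 and LDM module 5, which both hold the matrix genes FN1, MMP2 and COL14A1, shared 117 genes. PMM module 4 and LDM module 3, which both hold the macrophage genes C1QA and TYROBP, shared 83. Of 48 pairs of modules, 12 passed after adjustment over the 48, involving all 6 PMM and all 8 LDM modules, and with the 2195 genes of any module as the background 9 passed, involving 6 PMM and 6 LDM modules. The number of shared genes was the same as in Table S5 for 48 of 48 pairs.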

**Figure 4:**
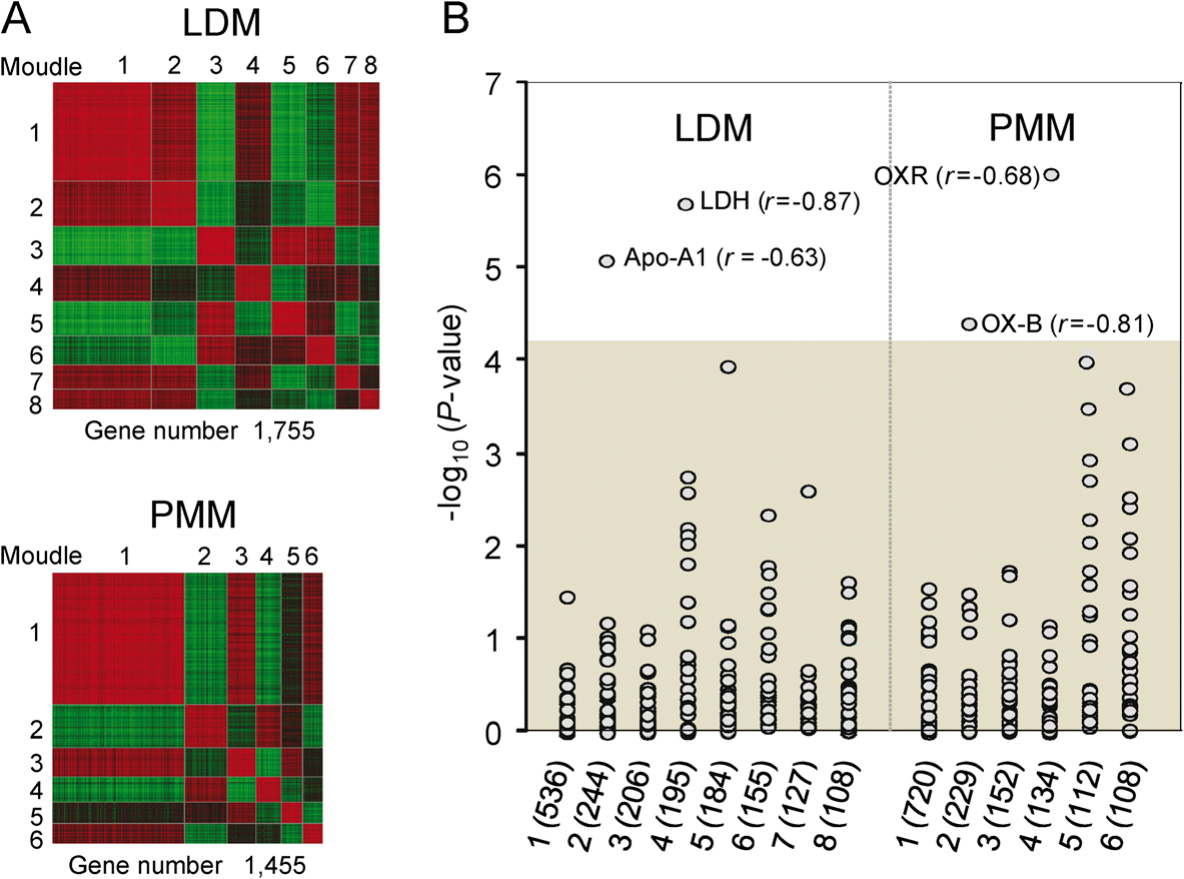
**Analysis of coexpressed gene modules in LDM and PMM. (A)** Heat map of coexpressed gene modules in *longissimus dorsi* muscle (LDM) and *psoas* major muscle (PMM). Gene pairs strongly positively or negatively correlated are shown in red or green, respectively. **(B)** Correlations between coexpressed gene modules in two muscle tissues and phenotypic traits. -Log *P*-values for Spearman correlation coefficients between the values of the modules and the different phenotypic traits are shown. The gray shadow represents a highly stringent Bonferroni corrected *P*-value of 0.05.

We identified two coexpressed gene modules in LDM that were significantly negatively correlated with the amount of apolipoprotein A1 (Apo-A1) (Spearman’s *r* = −0.63, *P* =8.71 × 10^-6^) and lactate dehydrogenase (LDH) (Spearman’s *r* = −0.87, *P* =2.05 × 10^-6^, Figure 4B) in serum, which are primarily involved in metabolic processes. 

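LDM module 4, which holds the chaperone genes HSPH1, DNAJA1 and HSPA8, had a mean z value from -0.954 in Landrace males to 0.944 in Tibetan males. Table S1 gives serum values only as means of the 6 combinations of breed and sex, so the relation was tested over these 6 means. Module 4 and serum LDH had a Spearman's rho of 0.829 (exact permutation p = 0.0583, adjusted p = 0.356 over 336 relations of 14 modules and 24 serum measures) and a Pearson's r of 0.843 (exact permutation p = 0.0431, adjusted p = 0.249), with r = 0.872 without the 2 groups farthest from the median. LDM module 2, which holds MEF2A and ACVR2B, ranged from -0.429 in Tibetan females to 0.309 in Rongchang females. Module 2 and Apo-A1 had a rho of 0.206 (exact permutation p = 0.667, adjusted p = 0.862) and an r of 0.438 (exact permutation p = 0.389, adjusted p = 0.751), with r = -0.036 without the 2 farthest groups. Of the 336 relations 0 passed by the exact permutation test of rho, 42 had an unadjusted p under 0.05, and the smallest p, 0.00278, which is also the smallest that 6 means allow, had an adjusted p = 0.187, so the count of 0 says little.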

Apo-A1 is a major protein component of high density lipoprotein in serum and has been suggested to be tightly linked to muscle differentiation [39]. LDH is a marker of the oxidative and glycolytic capacities of the muscle, and converts pyruvate to lactate when oxygen is absent or in short supply [40]. 

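Of the 173 measured genes of LDM module 4, 5 were among 31 protein folding genes, namely CCT4, DNAJA1, HSPA4, HSPA8 and HSPH1 (Fisher's exact test, p = 0.00746, adjusted p = 0.055 over 118 tests). Splicing genes DHX15, SLU7, SRSF4 and TRA2A made 4 of 32 in module 4 (exact test, adjusted p = 0.157). LDM module 2 held the mitochondrial genes IDH2 and SUCLG1, 2 of 16 genes of the tricarboxylic acid cycle (exact test, adjusted p = 0.286), and 2 of 22 proteasome genes, PSMC5 and PSMD11 (adjusted p = 0.375). Its largest share of a list was 3 of 14 genes of myogenic regulation, MEF2A, ACVR2B and SIX4 (exact test, p = 0.0121, adjusted p = 0.0714).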

The genes within these two gene modules were mainly enriched in the categories of protein metabolic process (94 genes, *P* = 5.03 × 10^-4^), cellular metabolic process (100 genes, *P* = 5.22 × 10^-6^), cellular nitrogen compound metabolic process (60 genes, *P* = 0.048) and primary metabolic process (127 genes, *P* = 4.55 × 10^-8^) (Table 1). These findings confirmed the report that the LDM is mainly associated with metabolic rate [41].

**Table 1:** Gene Ontology (GO) categories enriched for coexpressed gene modules that correlated with phenotypic traits

**Tissues (gene module no.)**	**Correlated trait**	**Functional category**	**Term description**	***P *value**	**Involved gene no.**
LDM (2)	Apo-A1	GO-BP	Metabolic process	1.06 × 10^-7^	139
		GO-BP	Primary metabolic process	4.55 × 10^-8^	127
		GO-BP	Protein metabolic process	5.03 × 10^-4^	94
		GO-BP	Carbohydrate metabolic process	0.028	82
		GO-BP	Protein modification process	0.016	73
		GO-BP	Protein amino acid phosphorylation	0.016	65
LDM (4)	LDH	GO-BP	Cellular metabolic process	5.22 × 10^-6^	100
		GO-BP	Metabolic process	5.58 × 10^-5^	105
		GO-BP	Cellular process	2.47 × 10^-4^	128
		GO-BP	Cellular nitrogen compound metabolic process	0.048	60
		GO-BP	Primary metabolic process	0.016	93
PMM (2)	OX-B	GO-BP	Immune system process	2.12 × 10^-5^	29
		GO-BP	Inflammatory response	0.001	16
		GO-BP	Response to external stimulus	0.001	26
		GO-BP	Response to wounding	0.001	20
		GO-BP	Immune response	0.001	22
		GO-BP	Regulation of immune system process	0.002	16
		GO-BP	Regulation of response to stimulus	0.004	17
		GO-BP	Positive regulation of immune system process	0.006	12
		GO-BP	Regulation of immune response	0.012	12
		GO-BP	Lymphocyte activation	0.021	11
		GO-BP	Cell activation	0.031	12
		GO-BP	Leukocyte activation	0.033	11
		GO-BP	Positive regulation of lymphocyte activation	0.049	8
		GO-MF	Receptor binding	2.19 × 10^-5^	30
PMM (4)	OXR	GO-BP	Immune response	0.019	9
		GO-BP	Immune system process	1.79 × 10^-6^	16
		GO-BP	Cellular defense response	0.027	6
		GO-BP	Response to stimulus	4.87 × 10^-4^	12
		GO-BP	Cell-matrix adhesion	2.24 × 10^-3^	10

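PMM module 2, which holds T cell genes such as CD3G and CD8A, had a mean z value from -0.427 in Tibetan males to 0.528 in Landrace males, over 6 combinations of breed and sex. With OX-B its Spearman's rho was -0.943 (exact permutation p = 0.0167, adjusted p = 0.2 over 336 relations) and its Pearson's r was -0.79 (exact permutation p = 0.0361, adjusted p = 0.249), with r = -0.892 without the 2 groups farthest from the median. PMM module 4, which holds the macrophage genes FCER1G and LCP1, ranged from -0.4 in Landrace females to 0.279 in Tibetan females. With OXR its rho was 0.714 (exact permutation p = 0.136, adjusted p = 0.448) and its r was 0.863 (exact permutation p = 0.0361, adjusted p = 0.249), with r = 0.195 without the 2 farthest groups, so this relation rests on those groups.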

We also found that two coexpressed gene modules in PMM were significantly negatively correlated with amount of orexin-B (OX-B) (Spearman’s *r* = −0.81, *P* =5.75 × 10^-5^) and the orexin receptor (OXR) (Spearman’s *r* = −0.68, *P* = 1.04 × 10^-6^, Figure 4B) in serum, which are representative indicators for the inflammatory process and the immune system in serum. The genes within these two gene modules were mainly enriched in the categories of the immune system process (29 genes, *P* = 2.12 × 10^-5^), inflammatory response (16 genes, *P* = 0.001), immune response (22 genes, *P* = 0.001), lymphocyte activation (11 genes, *P* = 0.02), leukocyte activation (11 genes, *P* = 0.03), and cellular defense response (6 genes, *P* = 0.02) (Table 1), which suggests that the PMM is a metabolic risk factor. This finding is consistent with evidence that shows that the PMM is supplied by venous blood from the lumbar spine and has lymphatics overlying the muscle from nearby intra-abdominal organs, making it highly susceptible to contiguous infection and inflammation from organs such as the colon, appendix, terminal ileum and several intra-abdominal structures [42-44].

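PMM module 4 held 4 of 18 macrophage and myeloid genes, the complement gene C1QA, FCER1G, LCP1 and TYROBP (Fisher's exact test, adjusted p = 0.0114 over 118 tests). PMM module 2 held 5 of 17 genes of fibroblasts and extracellular matrix, COL14A1, DCN, FN1, MMP2 and SPARC (exact test, adjusted p = 0.00435), and 3 of 12 lymphocyte genes, CD3G, CD8A and LTB (p = 0.00742, adjusted p = 0.055). It also held 3 of 26 genes of inflammatory signalling, C3, CXCL14 and VCAM1 (exact test, adjusted p = 0.201). In LDM, module 3 held 8 of 18 macrophage and myeloid genes (exact test, adjusted p = 8.68e-06) and module 5 held 3 of 12 lymphocyte genes (exact test, p = 0.00406, adjusted p = 0.0342). The 118 tests leave out modules and lists without a shared gene, so these adjusted p values are too small. The value of 0.0342 is therefore not read as passing. From the immune categories of these PMM modules and their relation to serum measures, the paper proposes that PMM is a metabolic risk factor.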

## Conclusions

The analysis presented the gene expression profiles and identified DEGs that may be related to the phenotypic differences in porcine muscles among breeds, between the sexes and the anatomical locations. The results provide a basis for further exploration of the molecular process of muscle fiber type formulation, and may also help the further development of biomarkers for important economic traits (i.e. pork quality and yield) in pigs.

## Methods

### Sample preparation

Three females and three males at 210-days-old for each of the leaner Landrace pigs, the wild Tibetan pigs and the fatty Rongchang pigs were used in this study as previously described [18]. Animals were humanely sacrificed, according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China. The *longissimus dorsi* muscle (LDM, typical white muscle) near the last 3^rd^ or 4^th^ rib and the intermediate section of *psoas* major muscle (PMM, typical red muscle) were rapidly separated from each carcass. Samples were frozen in liquid nitrogen, and stored at −80°C until RNA extraction. For more information, please refer to Li *et al*. [18].

### Measurements of skeletal muscle-related phenotype

Measurements of concentrations of 24 serum-circulating indicators of metabolism, myofibre cross-sectional area and myofibre ratio (type I vs. II) are from our previous report based on same individuals. For more information, please refer to Li *et al*. [18].

### Extraction of RNA

Total RNA was extracted from 36 samples using TRIzol (Invitrogen). RNA was purified and DNase treated using an RNeasy column (Qiagen) according to the manufacturer’s instructions. The quantity of each RNA sample was examined by the NanoDrop ND-1000 spectrophotometer (Nano Drop) at 260/280 nm (ratio > 2.0). The integrity of total RNA also passed analysis with the Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent Technologies) with RIN number > 6 (7.6 ± 0.3, n = 36).

### Microarray analyses

Agilent Oligo microarrays were used to determine global gene expression of 36 samples. Individual microarrays were performed for each sample. Hybridization, washing, and scanning were done according to standard Agilent protocols. Generated array images were loaded into Feature Extraction Software (Agilent Technologies) for feature data extraction, and data analysis was performed with MultiExperiment Viewer (MeV) [45]. Array data have been uploaded to NCBI’s Gene Expression Omnibus (GEO) [accession number GSE30343]. For more information, please refer to Li *et al.*[18].

To obtain high-confidence gene expression data, we mapped 43,603 probes (60 mer in length) to the pig reference genome allowing up to one mismatch, and further filtered unannotated pig target sequences which resulting 4,309 genes were used in subsequent analysis. (Tables S2). To identify differentially expressed mRNAs (*P* < 0.05) for the clustering analysis, we used three-way ANOVA for comparisons. Resulting *P-*values of above tests were corrected with adjusted Bonferroni method (FDR < 0.01, 1,000 permutations).

### Construct modules of coexpressed genes

For LDM and PMM separately, modules of highly coexpressed genes were constructed using pair wise average-linkage cluster analysis as previously described [8,46]. We kept repeating this as an iterative process until the most significantly correlated pair was *r* < 0.8. To visualize the correlations between probes within the modules, we constructed colored heatmaps by plotting pair-wise correlation values of expression of all the probes within the modules. To calculate significance of overlap in gene content between modules and between different datasets, we performed Fisher’s exact tests.

### Function enrichment analysis of genes

To elucidate the biological mechanisms associated with the genes that are correlated to the phenotypic traits, we performed functional enrichment analysis of Gene Ontology (GO) for genes using DAVID software [47].

### Quantitative PCR (Q-PCR)

We selected six genes randomly to validation experiment using Q-PCR. Primer sequences used for the Q-PCR are shown in Additional file 9: Table S6. Porcine *ACTB*, *TBP* and *TOP2B* were simultaneously used as endogenous control genes [48]. Relative expression levels of objective mRNAs were calculated using the ΔΔCt method.

## Competing interests

The authors have declared that no competing interests exist.

## Authors’ contributions

MZL and XWL conceived and designed the experiment. JZ and MZL performed the data analysis and drafted the manuscript. AAJ, LZ, SRS and JYW collected the samples, statistical analysis and prepared nucleic acids. CWZ, JDM and LC performed gene expression microarray. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 The differences of the (A) myofibre CSA and (B) myofibre ratio among samples. Data are means ± SD. The significance of differences among samples was determined by the three-way ANOVA; B, S and T refer to the breed, sex and tissue, respectively. Click here for file

Additional file 2: Table S1 Serum parameters of the study population. Datas are means ± SD. Total cholesterol (TC), triglycerides (TG), high density lipoprotein (HDL), low density lipoprotein (LDL), very-low density lipoprotein (VLDL), lactate dehydrogenase (LDH), apolipoprotein A-1 (Apo-A1), apolipoprotein B (Apo-B), adiponectin (Adipo), adiponectin receptor (AdipoR), C-peptide, cholecystokinin (CCK), gastrin receptor (GsaR), growth hormone (GH), highly sensitive C-reactive protein (hs-CRP), insulin, interleukin - 6 (IL-6), leptin (Lep), leptin receptor (LepR), orexin-B (OX-B), orexin receptor (OXR), plasminogen activator inhibitor-1 (PAI-1), tumor necrosis factor-α (TNF-α) and somatostatin (SS). Click here for file

Additional file 3: Table S2 Complete gene list used analysis (annotated genes only). Click here for file

Additional file 4: Table S3 Differential expressed genes among the (A) breeds, between the (B) sexes and the (C) anatomical locations. Click here for file

Additional file 5: Figure S2 Genes involved in tissue-specific DEGs. Datas are means ± SD, Student’s *t*-test; LDM and PMM refer to the *longissimus doris* muscle and *psoas* major muscle, respectively. Click here for file

Additional file 6: Figure S3 Validation of gene expression by Q-PCR. The data presented in Y-axis indicated the relative mRNA expression of both microarray and Q-PCR. Datas are means ± SD. The Pearson correlation coefficient (*r*) and the corresponding significance value (*P*) were shown above the columns. Click here for file

Additional file 7: Table S4 Contents of genes in module generated in (A) *longissimus doris* muscle (LDM) and (B) *psoas* major muscle (PMM). For each module, the number genes and the names of all those genes are listed. Click here for file

Additional file 8: Table S5 Overlap between genes in the modules identified in *longissimus doris* muscle (LDM) and *psoas* major muscle (PMM). *P*-values to determine the significance of the overlap between the modules were performed using a Fisher’s exact test: *1: *P* = 1.45 × 10^-10^; *2: *P* = 3.39 × 10^-12^; *3: *P* = 3.29 × 10^-18^; *4: *P* = 3.38 × 10^-18^; *5: *P* =1.09 × 10^-2^; *6: *P* = 7.24 × 10^-15^; *7: *P* = 9.52 × 10^-5^; *8: *P* = 1.62 × 10^-4^. Click here for file

Additional file 9: Table S6 Primer sequences used for Q-PCR. *: *ACTB* (β actin), *TBP* (TATA box binding protein) and *TOP2B* (topoisomerase II β) are the endogenous control genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

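Total RNA from longissimus dorsi muscle (LDM) and psoas major muscle (PMM) of 18 pigs, 3 females and 3 males of each of the Landrace, Tibetan and Rongchang breeds, was measured on 36 one-colour Agilent arrays, 3 for each of 12 groups. The same deposit holds 144 arrays of 8 adipose depots of these pigs, which the paper does not analyse and which were used only for the closing observations. The authors scanned the arrays and read them with the Agilent Feature Extraction software, whose files give for each spot a mean raw intensity, the intensity of the local background, and a processed intensity from which background and spatial trends have been removed. The authors also deposited a table of log2 values for all 180 arrays. Its columns share a single distribution with a median of 6.853, as quantile normalization gives. Each column was correlated with the log2 processed intensity of its own array, and the lowest correlation across probes was 0.9903 in muscle (median 0.9986). The arrays that stood apart in this respect were Rongchang female PMM replicate 1, Landrace male PMM replicate 2 and Rongchang male PMM replicate 3 (0.9903, 0.9909 and 0.9923), with 72.9%, 54.4% and 55% of probes well above background.

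Each array held 43803 spots. The median local background of an array was 29 to 44 intensity units, the 75th percentile of the processed intensity was 473 to 1063, and no spot was saturated. Arrays give no counts, so the signal over background and the number of arrays set the precision. Spots that Feature Extraction marked as outliers were left out. The processed intensity was taken as log2, and the 75th percentile of each array over the probes that are not controls was subtracted. Of 43603 probes, 6543 received a gene name, 2895 by the accession of the sequence they were designed on, 679 by the gene column of the array annotation, 1345 by a gene number and 1577 by the parts at hand of the paper's Tables S2 and S3, and the rest in other ways. The copy of Table S2 at hand holds 1975 genes and that of Table S3 1780 entries, so no test of overlap with the full tables was made. The 37060 probes without a name were left out of the main analysis. The brightest probe stood for each gene, except that genes named in the paper took the probe listed in its tables. Of 4752 genes with a probe, the 4266 whose probe was well above background on all arrays of at least 1 of the 12 groups were tested, and 3679 of these were above it on all 36 arrays.

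Differences were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 12 groups, empirical Bayes variances, contrasts averaged over the other factors, and an F test for the breeds. Interactions of tissue with breed, tissue with sex and breed with sex were tested in the same model, and breed and sex also within each muscle. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Gene lists were fixed before the data were examined, 29 in all, of which 26 had at least 5 genes tested. They were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. With the estimated correlation no list passed in any comparison, so each list result past the threshold carries that p beside it. The genes named in the text are those the paper names, up to 10 in each direction with the largest difference among genes past the threshold with 1 sign in every stratum of the other factors, and up to 4 members of each list. The paper's own named genes, and their values in its tables, had been seen before. Single genes were compared by two-sided permutation tests with 100000 resamplings, which can give no p below 1e-05, and by exact tests within a muscle. The permutations over both muscles treat the arrays of a pig as separate, and the tests within a muscle do not. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

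Whether the replicate numbers pair the muscles was checked before the fits were compared. The paper states that both muscles were taken from each carcass, and the deviations from the group means of arrays with the same breed, sex and number correlated in 18 of 18 pairs, with r from 0.212 to 0.849. Most pairs shared a slide and a scan, so r does not separate the pig from these. Pairs that shared neither were Landrace male 2 (r = 0.753, highest with another number -0.305) and Rongchang female 1 and 2 (0.212 and 0.244, against 0.152 and 0.209). Deviations from a group mean cancel out within the group, so a positive r with the same number pushes those with other numbers down. The values with other numbers are therefore no separate evidence for the pairing. The pig was fitted as a random block as an alternative, with a correlation within pigs of 0.691, and the slide gave 0.793. The value with the pig block is printed beside a result where it changes the call, for example 1917 tissue genes in place of 498. The number of scans (12) and slides (22) was read from the array files.

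Spearman correlations between arrays were taken over the 4226 genes with a value on every array. For the modules, the gene contents of Table S4 were matched to the genes tested, mean Pearson correlations were computed within and between modules, overlaps were tested with Fisher's exact test among 4309 genes, and modules were also rebuilt by average linkage down to r = 0.8 with a minimum of 100 genes. The serum measures are given in Table S1 as means of 6 groups, so 336 relations of 14 modules with 24 measures were tested by exact permutation over 6 means.

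The alternatives set before the data were examined were quantile normalization, median scaling, a normexp background correction with an offset of 50, the authors' deposited values, another filter on dim probes or none, marked spots kept, the mean of all probes of a gene, moderated variances with a trend, an additive model, the pig, scan or slide as a block, the t-tests and analyses of variance that the methods name, the genes of the part of Table S2, and leaving out each array in turn. Those added later were every probe without regard to names, the 3 arrays that stood apart left out, the scan period as a block, the arrays of scan 8 alone, and the named analysis of variance on the authors' values. The procedure was tested on simulated arrays, drawn from the mean and spread of each gene, with changes added to 200 of 4266 genes. At 1 log2 unit it recovered 92% of changed genes for the tissues, 86.5% for the breeds and 94.5% for the sexes, and at 0.5 units 41%, 21.5% and 44%. Between 2 and 12 unchanged genes were called. The simulated arrays were independent, with no correlation within a pig, slide or scan. The recovery and false calls for breeds and sexes therefore do not measure those of data with such correlation. The Q-PCR values and the Gene Ontology enrichment of the paper were not repeated, since the Q-PCR data are not in the deposit and no ontology table was at hand.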

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

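The tests chosen after the result was seen were the explanations of the scan periods, the mitochondrial test of ND2, the division of the probe test into genes with and without another probe, and the regroupings for the scan periods and for abdominal subcutaneous adipose.

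Among the 6 arrays of a breed and muscle, 3 single arrays lay far from the other 5. MSTN was 0.05 on the log2 scale in Landrace male LDM replicate 3, where the other Landrace LDM arrays ran from 0.94 to 1.30. MSTN was -3.48 in Rongchang female PMM replicate 3, where the others ran from -0.86 to -0.27. ADIPOR2 was 6.95 in Rongchang male PMM replicate 1, where the others ran from 5.16 to 5.80. This test was made on 80 groups, and chance alone marks about 1 in 20 of them.

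In data that the paper does not analyse, the arrays of 8 adipose depots of these pigs, USP9X was higher in males past the threshold in 6 depots, with female minus male differences from -1.39 to -0.775 over the 8. These values come from the same probe as in muscle, whose target was not checked against a sequence reference.

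The 9 muscle arrays of scans 1 to 4, a division that the paper does not report on, differed from the 27 later muscle arrays in 2561 genes by limma with the 12 groups in the model (1553 higher, 1008 lower). Other divisions of the pigs gave at most 1988 genes (1 of 100 as large, the real one included), in a regrouping chosen after the result was seen. A scan effect common to all arrays of those scans is argued against, because the difference between the same periods in the adipose depots correlated across genes with that in muscle by at most 0.156. A lower share of other cell types in these muscle samples stays open, since 6 of 7 lists of other cell types had a median below 0 (from -1.27 for macrophages to -0.516 for smooth muscle) but the neuronal list stood at 0.217 (camera adjusted p = 0.654), while glycolysis stood at 0.755 and the tricarboxylic acid cycle at 0.781, and the most abundant genes of the 6 lists were lower too, as FABP4 (6.07 against 7.63), DCN (6.35 against 7.29) and CD163 (2.72 against 3.94). A difference between the pigs of first replicates and the other pigs cannot be told apart from the period, because 1 pig alone had a muscle in each, with a score over 87 genes of other cells and inflammation that differed by 0.951 (-0.749 in LDM, read early, and 0.202 in a PMM array that is among the 3 that stood apart), while replicate 1 of Tibetan females, read late in both muscles, scored -0.464 and -0.356 against a late median of 0.201, which goes with the pig. The paper names no sorting of cells, and no biological explanation was tested, since the design names no condition that divides these pigs.

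Of the 60 largest breed differences in muscle, 49 were measured in the 8 adipose depots that the paper does not analyse. Of these, 34 kept 1 sign in all 8, and 19 passed the threshold with that sign in all 8. The median ratio of the 49 to the muscle difference was 0.744. The other called genes measured in every tissue, with the largest differences left out, had median ratios of 0.393 for Tibetan minus Landrace, 0.484 for Rongchang minus Landrace and 0.307 for Rongchang minus Tibetan. Of these, 54 of 1482, 41 of 643 and 2 of 589 passed the threshold with 1 sign in all 8. A sequence difference between breeds under 1 probe is argued against for KIT and SPP1, where other probes gave a median ratio of 0.943 over 3 differences in 2 genes, above the bound of 0.5 set beforehand, and the result is read for these alone. For 31 differences no other probe could be used. A usable probe shared no 15 bases with the probe used and was well above background on enough muscle arrays. These 31 include the differences of COIL, RETREG1, FSHB, DPP4 and ND2. For all 31, a sequence difference and a difference in transcript level cannot be told apart. A lower copy of all mitochondrial transcripts is argued against for ND2, which was -4.21 in Tibetan and -3.91 in Rongchang against Landrace pigs, because ND1, ND4, ND5 and CYTB had a median Tibetan minus Landrace difference of 0.362. Of these, ND1 stood at -0.02 and CYTB at 1.19, and CYTB was 1.09 higher in Rongchang than in Landrace pigs. The Tibetan minus Landrace difference of CYTB ran from 0.987 in PMM to 1.93 in intermuscular adipose over the tissues. The cause of the CYTB difference was not tested. A difference in transcript level between the breeds stays open as well.

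In abdominal subcutaneous adipose, which the paper does not analyse, 1607 genes differed between the sexes (557 higher in females, 1050 in males, n = 9 per sex), against 66 in the retroperitoneal depot, the next highest. Regrouping the pigs gave at most 48 genes in abdominal subcutaneous adipose (1 of 100 as large). For the highest count of the other 7 depots, another grouping gave 109 genes, more than the 66 (2 of 100 as large), so chance is not excluded there. Of 40 genes in a list of mammary and other epithelium, 23 were tested there and 22 were higher in females and 1 in males, with a median of 5.09, while 12 to 18 were tested in each of the 9 other tissues and none of them passed there. Mammary or other epithelium in the female samples may account for these 22 genes, since CSN1S1 averaged 7.82 in females and -5.71 in males, CSN2 5.21 and -6.91, and EPCAM 5.29 and -2.17, with 9 of 9 females above every male for each, though CSN1S1 and CSN2 lay well above background in only 4 and 2 of 9 male arrays, so those male means are near the floor. ADIPOQ, at 7.41 in females and 8.35 in males, and 11 of 18 adipocyte genes were higher in males, as were 7 of 12 fast-twitch contractile genes (median -2.39, 1 higher in females), 19 of 23 of fatty acid oxidation (median -0.745, 1 higher in females) and 12 of 16 of glycolysis (median -0.621), while 6 of 14 lymphocyte genes were higher in females and 1 in males (median 0.628), which the epithelial list leaves open, and the paper names no sorting step. The scan as the whole cause is argued against, since 1334 genes passed with the scan as a block, and a difference of the sexes in the fat cells themselves stays open, as it was not tested.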

How the results depend on the processing

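Alternatives chosen after the data were seen were the scan period as a block, every probe without regard to names, the 3 arrays that stood apart left out, scan 8 alone, and the analysis of variance on the authors' values. DEGs below are genes past the threshold. For every change named in this part the cause was not tested, unless the construction of the alternative is given as the reason.

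Within 1.5 times their value, tissue DEGs stayed at 368 to 621, breed DEGs at 1157 to 2250 and sex DEGs at 6 to 11 under the alternatives not named below, and MDH1, PDK3 and GOT1 passed together under each normalization, filter and block run over single genes. With t-tests and Benjamini-Hochberg adjustment 2 of the 3 passed, and with Bonferroni adjustment of the named analysis of variance, which is stricter by construction, none passed (adjusted p = 0.166 for MDH1, 0.295 for PDK3 and 0.053 for GOT1), and PDK3 did not pass that test on the authors' values (0.0997). Over single named genes and contrasts, 5825 values kept their direction and side of the threshold, 588 lost the threshold, 97 gained it, 84 without a test moved and 12 reversed, and over gene lists 1678, 89, 62, 111 and 10.

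Quantile normalization left 1 of the Q-PCR genes past the threshold (2 before), 0 sex DEGs within LDM (1 before) and 3 within PMM (0 before). Median scaling gave 5 sex DEGs (1 higher, 4 lower in females), 2 of the 5 named sex genes (4 before), 0 sex DEGs within LDM and 2 within PMM. The authors' processed values gave 15 sex DEGs (7 higher, 8 lower), 1 Q-PCR gene, 0 sex DEGs within LDM and 3 within PMM. Sex DEGs within LDM were also 0 in limma with no filter on dim probes and with marked spots kept, against 96 genes at an unadjusted p under 0.05 before. The mean of all probes left 1 Q-PCR gene and reversed SPARC, Rongchang minus Landrace, to -0.17.

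Another background correction (normexp background) gave 261 tissue DEGs (170 higher, 91 lower in PMM), 2 sex DEGs, 1 named sex gene, 4 Q-PCR genes, 33 breed gene lists (20 before), 284 breed DEGs within LDM (490 before) and 0 sex DEGs within LDM. It reversed EPB42, PMM minus LDM, to -0.0198 and, Tibetan minus Landrace, NEFL to -0.25, RETN to -0.27 and CXCL8 to -0.0100. Between the sexes the median of cytosolic ribosomal proteins turned to 0.0816 and that of fast-twitch contractile genes to 0.0764.

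The scan as a block, which was a random effect for contrasts with Tibetan pigs because no scan held them with another breed, gave 1167 tissue DEGs (540 higher, 627 lower), 24 sex DEGs (10 and 14), 24 genes with a breed by sex interaction (0 before), 1 of MSTN and MYOG (2 before), and 2 sex DEGs within LDM and 2 within PMM. It reversed these Rongchang minus Landrace differences: MYOG to -0.58, AGL to 0.0445, OASL to -0.23, MX1 to -0.31, OAS2 to -0.0505, ICAM1 to -0.0246 and TNFRSF1A to -0.0892, with list medians of -0.479 for endothelial, -0.132 for inflammatory signalling and -0.302 for interferon response genes, and the adipocyte list between the sexes to -0.0136. The slide as a block gave 1422 tissue DEGs, 693 breed DEGs, 24 genes with a tissue by breed and 5 with a tissue by sex interaction, 1 of MSTN and MYOG, 2 named sex genes, 4 Q-PCR genes and 10 sex gene lists (5 before). Between the sexes it turned the adipocyte list to -0.00729, fast-twitch contractile genes to 0.133 and fatty acid oxidation to 0.068. The slide as a block within each muscle was not run, because no correlation within slides could be estimated there. The scan period as a block gave 890 tissue DEGs, 23 sex DEGs, 1 gene with a breed by sex interaction, 4 Q-PCR genes and 8 sex gene lists, and turned the adipocyte list between the sexes to -0.0244.

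The pig as a random block gave 1917 tissue DEGs (887 higher, 1030 lower), 812 breed DEGs, 1 sex gene, 30 genes with a tissue by breed and 6 with a tissue by sex interaction, 1 of MSTN and MYOG, 1 named sex gene and 6 Q-PCR genes, and the pig as a fixed block 1757 tissue DEGs (833 and 924). Over single named genes it kept 361 calls, ended 102 and added 11, and over lists it kept 127, ended 2 and added 1, and it changed no other call.

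The three-way analysis of variance that the methods name gave 1105 tissue and 254 sex DEGs (85 higher, 169 lower) at unadjusted p, and 87 tissue, 352 breed and 5 sex DEGs after Bonferroni adjustment, which is stricter by construction. On the authors' values it gave 1127 tissue and 300 sex DEGs at unadjusted p, 14 sex DEGs with Benjamini-Hochberg, and 121 tissue and 374 breed DEGs with Bonferroni. T-tests with Benjamini-Hochberg called 2 named sex genes. Over the part of Table S2 at hand, which holds fewer genes, DEGs numbered 171, 574 and 2 for tissue, breed and sex, and over every probe, which tests more, 1716 (979 higher, 737 lower), 7745 and 50 (17 and 33). Without the 3 arrays that stood apart 2 named sex genes passed. With an estimated correlation camera called 0 gene lists for tissue, 0 for sex and 0 for breed. Over all genes tested, the gain in correlation between group means within over between breeds was 0.01058 against 0.02762 on breed genes. Rebuilt modules numbered 8 at r of 0.7, 0 at r of 0.9 and 1 with Spearman (2 before).

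Leaving out each array in turn gave 411 to 565 tissue DEGs, 1480 to 1668 breed DEGs, 6 to 13 sex DEGs, 0 to 0 genes with a tissue by breed or tissue by sex interaction and 0 to 3 with breed by sex (3 without Rongchang female LDM replicate 3). MSTN and MYOG stayed at 2 to 2, MDH1, PDK3 and GOT1 at 3 to 3, Q-PCR genes at 2 to 3, tissue lists at 13 to 15 and breed lists at 17 to 22, and breed DEGs at 336 to 516 within LDM and 523 to 774 within PMM. Named sex genes ranged from 2 to 4, with 2 without Landrace male LDM replicate 2, Tibetan female LDM replicate 1, Tibetan female PMM replicate 1 or Rongchang female LDM replicate 1. Sex gene lists ranged from 2 to 10, with 2 without Landrace male PMM replicate 1 or Tibetan male LDM replicate 1, 3 without Landrace male LDM replicate 1 or Rongchang male PMM replicate 1, and 10 without replicate 1 of Landrace female LDM, Landrace female PMM or Rongchang female LDM. Sex DEGs within LDM were 0 to 3, with 3 without Tibetan male LDM replicate 1 or Rongchang male LDM replicate 3, and 0 without any other LDM array but Landrace female replicate 1, Tibetan male replicate 3 and Tibetan female replicate 1. Sex DEGs within PMM were 0 to 1, with 1 without Tibetan male replicate 3, Tibetan female replicate 3 or Rongchang female replicate 1. Among single genes 616 of these values lost the threshold and 27 gained it, and 16340 stayed.

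Signal over background limits the dim genes, since 3679 of 4266 genes were well above it on all 36 arrays, and of the genes whose sign turned with the background correction NEFL lay well above it in 9, RETN in 8 and CXCL8 in 5 of 12 Landrace arrays.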

Differences from the paper's values

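The comparison with the authors' processed values under the named analysis of variance was chosen after seeing the values. The paper states a mean correlation of replicates, counts at its own thresholds and modules from its own gene set, and the counts here rest on 4266 genes with Benjamini-Hochberg adjusted p values.

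The paper gives 5 sex genes, and 9 were found here. Of the alternatives set before the data were examined, median scaling gave 5 and the named analysis of variance with Bonferroni adjustment 5, and differs was also no with a filter for probes above background on all arrays (7), the mean of all probes (7) and the slide as a block (7). Quantile normalization (11), another background correction (2), the authors' processed values (15), no filter on dim probes (8), marked spots kept (9), moderated variances with a trend (8), the scan as a block (24), the pig as a random block (1), the additive model (9), the named analysis of variance unadjusted (254) or with Benjamini-Hochberg (8), and the part of Table S2 (2) still differed. Leaving out each array in turn gave 6 to 13, some within the bound and some not. The named analysis of variance on the authors' values with Bonferroni, chosen after seeing the values, gave 6.

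The paper's mean Spearman correlation of replicates is 0.99, and here it was 0.9745. It still differed under each alternative set before the data were examined, with no filter on dim probes (0.979), Pearson on log2 values (0.9735) and another background correction (0.9743). The paper cites its Figure 1 for this value, whose caption names its sets of differing genes. The value here is over 4226 genes and no alternative used only differing genes, so the gene sets may be unlike.

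The paper reports 8 modules in LDM and 6 in PMM, with the paper's totals of 1,755 and 1,455 genes. Here average linkage gave 1 module with 104 genes in LDM and 1 with 109 in PMM. Under the alternatives set before the data were examined all 4 values still differed, with 5 modules and 997 genes in LDM and 3 and 563 in PMM at r of 0.7, 0 in both at r of 0.9, 1 in each with quantile normalization (130 and 116 genes), and 0 in LDM and 1 in PMM with Spearman (129 genes).

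The paper's Spearman correlation of LDM module 2 with serum Apo-A1 is -0.63, and over the 6 group means at hand it was 0.206. For LDM module 4 and LDH the paper's value is -0.87 and here it was 0.829. For PMM module 2 and OX-B the paper's value is -0.81 and here it was -0.943. For PMM module 4 and OXR the paper's value is -0.68 and here it was 0.714. The alternatives set before the data were examined were the first principal component (0.206, 0.829, -0.943 and 0.714), quantile normalization (0.412, 0.829, -0.943 and 0.714) and Pearson (0.438, 0.843, -0.79 and 0.863). Under each of them 3 of the 4 kept the sign opposite to the paper's, while for PMM module 2 and OX-B the sign was the paper's throughout and Pearson gave nearly its value. The paper's p values for these 4 lie below 0.00278, the smallest that 6 means allow, so they do not come from an exact test over these means, and the samples behind the paper's correlations are not known from the files.

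The paper's p value of EIF1AY between the sexes is 5.38e-06, and here it was 0.00187. It still differed with the named t-test (0.0081) and the named analysis of variance (0.00118), which were set before the data were examined. On the authors' values, chosen after seeing the values, the named analysis of variance gave 5.97e-06, with females higher. EIF1AY, which the paper calls and the analysis here does not, passed the threshold with quantile normalization, the authors' processed values, the scan as a block and, chosen after seeing the values, the scan period as a block, with females higher each time.

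The paper places USP9X higher in females, and here it was higher in males, with a female minus male difference of -1.33 on the log2 scale. The target of the USP9X probe was not checked against a sequence reference. The paper places EIF1AY higher in males, and here females were 0.36 higher by the probe that Table S3 names EIF1AY, whose target was not checked against a sequence reference. Females lack the Y-linked gene, so their signal comes from another transcript. The opposite sign is therefore not read as a result about the Y-linked gene. SYAP1, ACOT9 and DTX3L went the way the paper states. The paper places PDK3 lower in LDM, and here it was lower in PMM, with a PMM minus LDM difference of -0.59, while MDH1 (0.98) and GOT1 (1.05) were higher in PMM, as the paper has them. The paper orders the breeds by MSTN with Rongchang pigs highest and Landrace pigs lowest, and here Landrace pigs had the highest mean at 0.72, Rongchang pigs -0.31 and Tibetan pigs the lowest at -2.10. The MSTN difference between Rongchang and Landrace pigs did not pass with the pig or the scan as a block, and the exact permutation test in LDM gave p = 0.216. Contrasts with Tibetan pigs are confounded with the scan. For MYOG the paper places Rongchang pigs lowest and Tibetan pigs highest, and here Tibetan pigs were highest at 0.75 and Landrace pigs lowest at 0.11, with Rongchang pigs at 0.34. With the scan as a block Rongchang pigs lay below Landrace pigs for MYOG, at -0.58. The text of the paper counts ACOT9 as an autosomal gene, and its Table S3 lists it on chromosome X.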

Other observations

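The comparisons within scan 8 and with the scan period as a block, and the values of SULT1E1 and C9 in the adipose depots, were chosen after the data were seen. The muscles differed in genes that the paper does not name. BDNF, a neurotrophin gene that muscle also expresses, was 2.11 log2 units higher in PMM than in LDM (standard error 0.283, n = 18 arrays per muscle, adjusted p = 8.8e-06 from limma), the water channel gene AQP4 was 1.67 higher (adjusted p = 0.000423), and PLN, which restrains the calcium pump of slow fibres, was 1.59 higher (adjusted p = 5.62e-06). ANKRD1, a stretch response gene, and OCA2, a pigmentation gene, were lower in PMM, at -1.97 and -2.21 (adjusted p = 0.00158 and 0.000141). LPL, the lipase that releases fatty acids from lipoproteins, was 1.06 higher (adjusted p = 7.22e-07), and each of these 6 genes kept its sign in 6 of 6 combinations of breed and sex. Of 21 antigen presentation genes, 1 rose in PMM (0 when adjusted over the list alone, 18 with the pig as a block, camera adjusted p = 0.000123, and 0.528 with an estimated correlation), and of 12 lymphocyte genes 1 rose (8 with the pig block, adjusted p = 0.0038, and 0.528 with an estimated correlation). Of 43 cytosolic ribosomal protein genes, 5 fell in PMM and 0 rose (21 lower with the pig block, adjusted p = 0.000123, and 0.528 with an estimated correlation), and 0 of the 43 had a higher mean there. Of 18 macrophage genes 0 passed (4 higher with the pig block), and 18 of 18 had a higher mean in PMM, with a camera adjusted p = 0.0388 and 0.663 with an estimated correlation.

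Between the breeds, SCD and FASN, which make and desaturate fatty acids, were 2.54 and 1.59 higher in Tibetan than in Landrace pigs (adjusted p = 0.000512 and 0.00124, n = 12 arrays per breed), and neither passed with the scan as a block. DPP4, a peptidase gene, was lower in Rongchang than in Landrace pigs at -2.44 (adjusted p = 2.06e-10), and NEK3, a kinase gene, was lower in Rongchang than in Tibetan pigs at -2.20 (adjusted p = 1.76e-07). FSHB was at least 9.85-fold lower in Tibetan than in Landrace pigs, against the floor, since 0 of 12 Tibetan and 12 of 12 Landrace arrays lay well above background. For DPP4 and FSHB no other probe could be used, so a sequence difference between breeds under the probe is not excluded. Between the sexes, protein folding genes lay lower in females with a median of -0.169 (3 of 31 with a higher mean, 0 past the threshold, camera adjusted p = 0.000107), as did proteasome genes at -0.144 (0.00823), while adipocyte genes lay higher at 0.106 (0.0126), a direction that turned with the scan (-0.0136), the slide (-0.00729) or the scan period (-0.0244) as a block, and the adjusted p was 0.944 for each with an estimated correlation.

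The median of 18 adipocyte genes lay 3.29 log2 units lower in the muscle arrays than in the intermuscular adipose arrays, and from 2.66 to 4.08 lower in the 12 groups. Across genes, the Tibetan minus Landrace differences of LDM and PMM correlated with r = 0.907, the Rongchang minus Landrace differences with 0.768 and the Rongchang minus Tibetan differences with 0.69. The same pigs enter both muscles and their deviations correlate, so these values do not measure a shared breed effect. In the adipose depots, SULT1E1, C9, DTX3L and ZFX had a higher mean in males in 8 of 8 and passed the threshold in 4, 6, 1 and 2 of them, and SYAP1 had a higher mean in females in 8 of 8, from 0.0212 to 0.641, and passed in 1.

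Whether chance can be excluded was tested by regrouping the pigs, with both arrays of a pig kept together for breed and sex and the muscles exchanged within pigs for tissue, in 100 groupings that include the real one. Only the real grouping reached the 498 tissue genes (at most 13 in others, 1 of 100 as large) and the 701 breed genes within PMM (5, 1 of 100). The share was under 0.05, but another grouping gave more genes, for the 1604 breed genes (2054, 2 of 100). The same held for the 1558 genes between Tibetan and Landrace pigs (2017, 3 of 100) and the 490 breed genes within LDM (814, 2 of 100). Chance is unlikely for these by the share, and is not excluded. The shares were not adjusted over the counts tested. The share was 0.05 or more for the 704 genes between Rongchang and Landrace pigs (1302, 5 of 100) and the 639 between Rongchang and Tibetan pigs (1656, 10 of 100). So it was for the 9 sex genes (1762, 15 of 100) and the 1 sex gene within LDM (895, 6 of 100). Lists of tissue (15 and 20, 19 of 100), breed (20 and 47, 83 of 100) and sex (5 and 18, 84 of 100) were also at 0.05 or more. For counts of 0, all 100 groupings are as large, and the highest other was 0 for tissue by breed, 0 for tissue by sex, 1952 for breed by sex and 1 for sex within PMM. Contrasts with Tibetan pigs stay confounded with the scan, which regrouping does not resolve. The groupings with 2054 and 1762 genes point to a structure of the samples, and the makeup of the grouping with 1952 was not examined. The highest breed grouping put 4 of the 5 pigs scanned in scans 1 to 4 in 1 group, and the highest sex grouping put 5 of 5 in 1 group. With the scan as a block 1157 breed DEGs and 24 sex DEGs (genes past the threshold) were counted, and with the scan period as a block 2250 and 23. Within scan 8, which held 4 Landrace and 3 Rongchang arrays, 1051 genes differed between Rongchang and Landrace pigs. These arrays come from 4 pigs, and the 3 divisions that keep the arrays of a pig together, with at most 0 genes in the others, are too few for a share under 0.05. The Landrace arrays of scan 8 are all replicate 3 and the Rongchang arrays all replicate 2, so breed and replicate number are confounded there.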
